# A Cross-Species Analysis of MicroRNAs in the Developing Avian Face

**DOI:** 10.1371/journal.pone.0035111

**Published:** 2012-04-16

**Authors:** Kara E. Powder, Yuan-Chieh Ku, Samantha A. Brugmann, Rose A. Veile, Nicole A. Renaud, Jill A. Helms, Michael Lovett

## Abstract

Higher vertebrates use similar genetic tools to derive very different facial features. This diversity is believed to occur through temporal, spatial and species-specific changes in gene expression within cranial neural crest (NC) cells. These contribute to the facial skeleton and contain species-specific information that drives morphological variation. A few signaling molecules and transcription factors are known to play important roles in these processes, but little is known regarding the role of micro-RNAs (miRNAs). We have identified and compared all miRNAs expressed in cranial NC cells from three avian species (chicken, duck, and quail) before and after species-specific facial distinctions occur. We identified 170 differentially expressed miRNAs. These include thirty-five novel chicken orthologs of previously described miRNAs, and six avian-specific miRNAs. Five of these avian-specific miRNAs are conserved over 120 million years of avian evolution, from ratites to galliforms, and their predicted target mRNAs include many components of Wnt signaling. Previous work indicates that mRNA gene expression in NC cells is relatively static during stages when the beak acquires species-specific morphologies. However, miRNA expression is remarkably dynamic within this timeframe, suggesting that the timing of specific developmental transitions is altered in birds with different beak shapes. We evaluated one miRNA:mRNA target pair and found that the cell cycle regulator *p27^KIP1^* is a likely target of miR-222 in frontonasal NC cells, and that the timing of this interaction correlates with the onset of phenotypic variation. Our comparative genomic approach is the first comprehensive analysis of miRNAs in the developing facial primordial, and in species-specific facial development.

## Introduction

Vertebrates exhibit many species-specific morphological differences in craniofacial structures, particularly those derived from the embryonic frontonasal prominence (FNP). In birds these differences are frequently dramatic and result from intense selective pressure to inhabit specific environmental niches. One of the best known examples of this is seen in Darwin's finches [1]. The evolutionary conservation of early vertebrate facial development, coupled with the wide range of different adult beak shapes in birds, has made them an ideal model system for exploring the genetic differences that specify facial variation. In many cases these genetic differences pinpoint genes that are also relevant to human development and craniofacial disorders [2], [3], [4], [5].

Despite differences in the final adult structures, vertebrate embryos look remarkably similar at early stages of facial development [3], [6], [7]. Facial structures then diverge through changes in gene expression and in the delineation of discrete regions of responsiveness in the facial primordia [2], [3], [6], [8], [9], [10]. Vertebrates appear to use essentially the same genetic “tool box” to build facial structures [2], [4], [5], [11], [12], and differences in morphology have been correlated with quantitative, temporal, and/or spatial changes in gene expression [13], [14].

NC cells give rise to all the major tissues and structures of the vertebrate face [15], [16], [17], and in avians have been shown to contain species-specific patterning information [18]. We previously determined that the frontonasal NC cells of the duck, chicken, and quail are morphologically similar at one developmental stage (Hamburger-Hamilton stage 20 [HH20]), but develop different growth trajectories by HH25 [3], [19]. These differences in growth eventually give rise to the broad, flat bill of the duck versus the narrow, deep beak of the chicken and quail. We and others have shown that changes in the Calmodulin, TGF-beta/BMP, and Wnt signaling pathways contribute to these morphological changes in the adult bill shape [2], [3], [8], [9], [10], [20]. By employing genomic methods we previously showed [3] that the expression levels for these pathways and most transcription factors (TFs) are established prior to morphological differentiation. They appear to remain relatively invariant within a given bird species during the critical HH20-HH25 developmental window [3]. Thus, we hypothesized that differential expression of post-transcriptional regulators, such as miRNAs, may also affect morphological alterations of the FNP.

miRNAs have been implicated in a wide range of regulatory roles in development and differentiation, including cellular proliferation, migration, differentiation, apoptosis, and epithelial-mesenchymal transitions (all of which occur in the developing face) [21], [22], [23]. Indeed, conditional knockout of the miRNA processing gene *Dicer* in *Wnt1*-expressing tissues (which include the NC) results in severe craniofacial malformations in mice due to nearly complete ablation of all NC-derived facial bones [22], [24], [25], [26], [27]. NC cells migrate normally in these *Dicer* mutant animals, demonstrating that miRNAs are probably necessary for other processes such as neural crest survival, proliferation, and differentiation during facial development [27]. One previous study [28] described an analysis of some of the miRNAs expressed in one area of the developing vertebrate face. Using microarrays, 70 miRNAs were detected in the developing mouse palate from embryonic stages E12–E14. Many of these miRNAs were developmentally regulated and potentially regulate mRNAs involved in cell proliferation, differentiation, apoptosis, and other processes necessary for normal facial development [28].

In the current study we used deep miRNA sequencing to identify all miRNAs that are expressed in the avian FNP, which gives rise to the upper bill in birds, and to the structures of the upper face in humans. By employing genome-wide bioinformatic approaches we identified 186 miRNAs expressed in frontonasal NC cells of ducks, chickens, and quails. Thirty-five of these are novel orthologs of previously described vertebrate miRNAs and six are newly described avian-specific miRNAs. At least five of this latter group are conserved within all avian species tested from ratites (large flightless birds such as the ostrich) to chickens and songbirds. The majority of the craniofacial miRNAs are differentially expressed between the FNP NC in ducks, quails and chickens. In marked contrast to our previous analyses of TF mRNA gene expression in the FNP [3], we found large changes in miRNA expression between stages when the developing beak is acquiring species-specific morphology.

We also found that the expression of one differentially expressed miRNA, miR-222, was inversely correlated with the protein expression of its known target, p27^KIP1^, during morphological differentiation of the FNP. During this same time period, steady state levels of *p27^KIP1^* mRNA did not change. p27^KIP1^ is a cell cycle inhibitor that remains at lower levels in the duck, but is increased in the chicken FNP. This is consistent with a model in which p27^KIP1^ acts as a modulator of proliferation in NC cells, but in the duck NC is down regulated by miR-222 leading to more sustained cell proliferation.

Our unbiased genome-wide approach is the first analysis of miRNAs in the developing facial primordia, the first comparative investigation of the role of miRNAs in species-specific facial development and the first description of species-specific miRNAs conserved across all avian lineages.

## Results

### Next-Generation sequencing to detect miRNAs in the frontonasal NC cells of chickens, ducks, and quails

To identify the miRNAs that are expressed in the cranial neural crest we micro-dissected the FNP mesenchyme from 40 duck, quail and chicken embryos at two stages of embryonic development, HH20 and HH25 [3]. 

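The frontonasal prominence (FNP) is the embryonic facial swelling from which the mid and upper face forms, and HH20 and HH25 are Hamburger-Hamilton stages, which number the development of the chick embryo. miRNA-seq covered 10 biological samples in 11 libraries. The first sample of each species and stage pooled the FNP mesenchyme of 40 embryos. A second sample of 5 embryos was sequenced for chicken and duck at each stage, so that chicken and duck have 4 samples each and quail has 2 samples. The second chicken sample at HH25 was sequenced in 2 runs, which were averaged and counted as 1 sample. The authors removed adapters, mapped the reads to mature miRNAs of miRBase release 16 with 0 to 2 mismatches, and deposited for each library the normalized read count (PMMR) of 186 miRNAs with the library's total reads. Each PMMR multiplied by the total reads gave a whole number of reads, so the reads behind every value are known. The fold changes in Table S2 equal the ratios of the first samples alone. Ratios of the first samples are therefore given first, without a pseudocount, and those of the second samples after them. Comparisons with replicates were tested on log2(PMMR + 1) with limma's moderated test, with Benjamini-Hochberg adjustment over the 186 miRNAs and a threshold of 0.05. Quail has 1 sample per stage, so that no comparison with quail alone has a replicate check. Mapping with mismatches can share reads between similar miRNAs: 62 of the 186 mature sequences lie within 2 mismatches of another, 43 of them within 1 mismatch, and 6 match another without a mismatch along the shorter sequence.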

Our initial samples were exactly the same RNA preparations employed in our previous study (3). Unlike other facial prominences, FNP mesenchyme consists of a pure population of neural crest cells, rather than a combination of neural crest and mesoderm [29]. HH20 represents a stage at which the facial morphologies of all three species are virtually indistinguishable. By HH25 clear, species-specific morphological differences have arisen [3]. Short RNAs were purified from these cellular populations and analyzed by Next-Generation miRNA sequencing (miRNA-seq) on the Illumina GAIIX platform. Figure 1 illustrates the analysis pathway used to annotate the resulting sequence reads.

**Figure 1:**
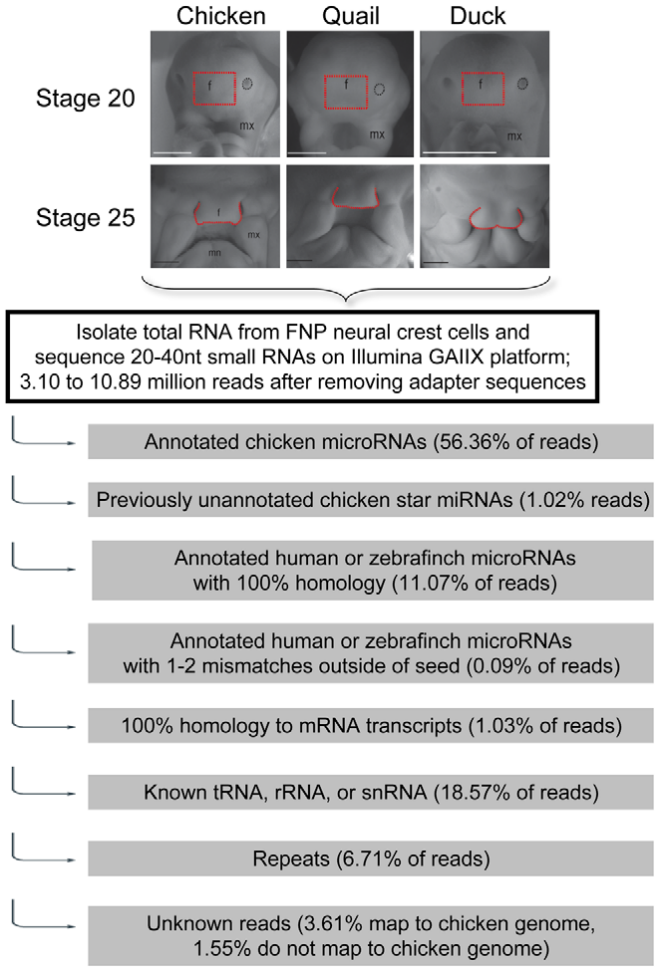
Schematic of analysis pipeline to annotate small RNA reads from frontonasal neural crest cells. At the top are shown representative images of embryonic facial images of the three avian species at either HH stage 20 or 25. The area of dissection is shown in red and is marked with a “f”. The maxillary processes are marked by “mx” and the mandibular prominences by “mn”.

Sequencing yielded between 3.10 and 10.89 million reads per sample (after removing adapter reads) with 98.45% of reads mapping to either the chicken genome or to known miRNA orthologs (see below, Figure 1, Figure S1). 

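In the deposited files, the first samples held 4381861 (chicken HH20), 3658272 (chicken HH25), 4392404 (quail HH20), 3097711 (quail HH25), 3372762 (duck HH20) and 3178161 reads (duck HH25). The second samples were sequenced more deeply, with 6195852 reads in chicken at HH20, 9261159 in duck at HH20 and 10894243 in duck at HH25, and 6076043 and 7264459 in the 2 runs of chicken at HH25. A single read was worth between 0.0918 PMMR in the deepest library and 0.323 PMMR in the shallowest. No miRNA was listed at 0 reads. The lowest count was 2 reads, in the first duck sample at HH25. The share of reads on the 186 miRNAs ranged from 53.5% in the second chicken sample at HH20 to 85.1% in the first duck sample at HH25. PMMR is scaled to all reads, so that a library's share of miRNA reads enters every value. The median log2 ratio of duck to chicken over the 186 miRNAs was 0.43 at HH20 in the first samples and 0.29 in the second samples. At HH25 the same median was -0.11 in the first samples and 0.24 in the second.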

Technical replicate sequence runs had correlation coefficients of >95% (data not shown). 

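The files hold 2 runs of 1 library, the second chicken sample at HH25. Across the 186 miRNAs, which are not independent replicates, the runs had a Pearson correlation of 99.4% on log2(PMMR + 1), a Spearman correlation of 99.2% and a Pearson correlation of 98.4% on the linear scale. The median ratio of run 1 to run 2 was 1.03. The runs still differed by more than counting noise, and 7 miRNAs differed by more than 2-fold between them.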

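Between the first and second biological samples of a group, the Pearson correlation across the 186 miRNAs on log2(PMMR + 1) was 96.1% for chicken HH20, 84.2% for chicken HH25, 96.8% for duck HH20 and 96.98% for duck HH25. Spearman correlations were 95.0%, 81.2%, 96.4% and 96.1% in the same order. On the linear scale, where a few abundant miRNAs carry the coefficient, the correlations were 89.3%, 78.2%, 95.5% and 86.7%. The pair of chicken HH25 samples was also the lowest on every scale. In the first chicken sample at HH25, 45 of the 186 miRNAs lay more than 4-fold from the mean of the other samples, against 3 to 13 miRNAs in each of the other 9 samples.

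**Figure D1:**
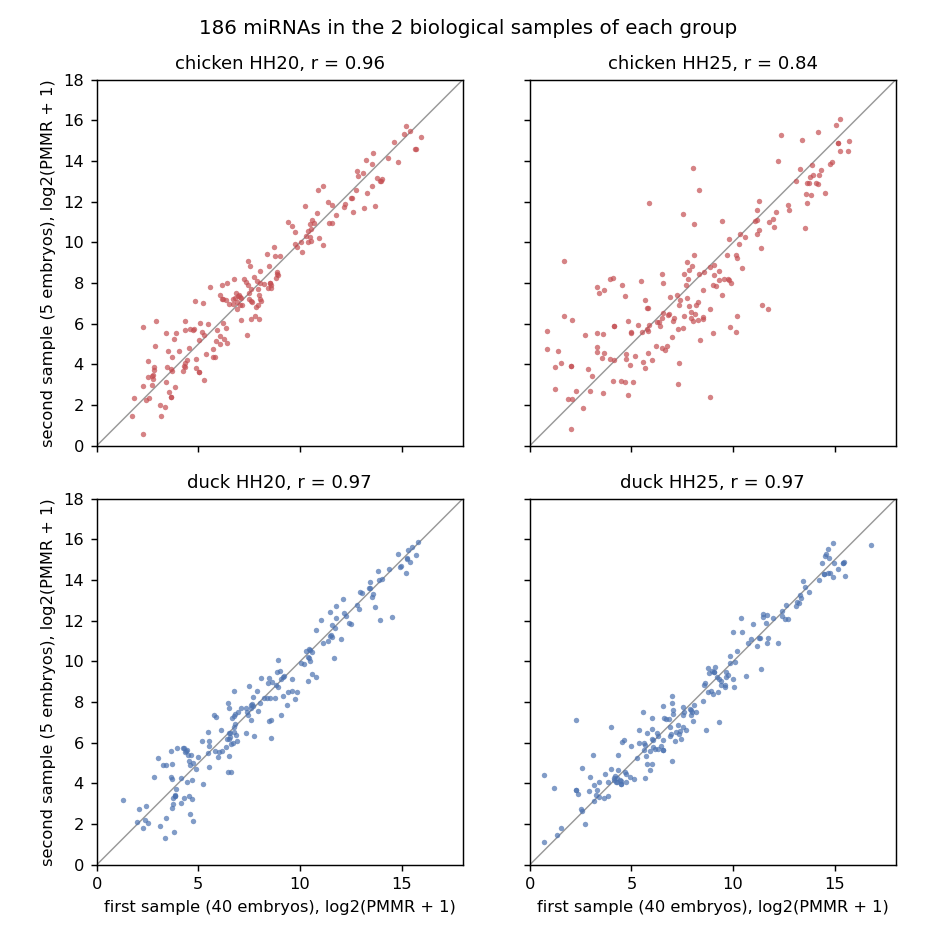
PMMR of the 186 miRNAs in the first sample (horizontal axis) and the second sample (vertical axis) of each group, as log2(PMMR + 1), with 1 point per miRNA and the line of equal values. The chicken HH25 points scatter most widely, with a correlation of 0.84 against 0.96 to 0.97 in the other groups.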

Sequence runs on second biological samples had correlation coefficients of >80%.

The majority of miRNA reads (56.36%) could be clearly identified as representing 122 previously annotated chicken miRNAs (www.mirbase.org, version 16) [30]. However, the computational annotation of chicken miRNAs is clearly incomplete. 

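Over the 11 libraries, 34760115 of 61772927 reads (56.3%, Wilson 95% interval 56.26% to 56.28%, which covers counting error only) were assigned to 121 miRNAs with a chicken annotation. By library the share ran from 42.2% in the second chicken sample at HH20 to 66.5% in the first duck sample at HH25, a spread far wider than the counting error. The most abundant of these miRNAs, miR-146a, took 9.77% of the reads of this class.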

An additional 1.02% of reads mapped to 31 star (*) strands of known chicken miRNAs for which there were no annotated star activities in current databases (Figure 1 and Figure S1). 

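The files mark 30 star strands as not annotated in chicken, and these held 640842 reads over the 11 libraries, or 1.04% of all reads (Wilson 95% interval 1.035% to 1.040%). The lowest share was 0.668%, in run 2 of the second chicken sample at HH25, and the highest 1.52%, in the second chicken sample at HH20. A single strand, miR-30e*, accounted for 39.4% of these reads.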

Star strands are usually found at lower steady state levels than their partner strands, but many have been shown to be biologically active and relevant [31], [32]. These miRNAs are listed with the suffix “ukstar” in Table S1 and Table S2 to indicate that the star strand was previously unknown in the chicken, although in all 31 cases star activity is annotated in other vertebrates. For simplicity, in the text below we refer to all star strands with an asterisk (*) irrespective of whether they are new or previously described.

The *Gallus gallus* genomic sequence (gga3 genome build) is not yet gap-free and may be missing as much as 10% in gapped areas [3], [33], [34]. This raises the possibility that additional miRNAs may not be annotated in miRNA databases [30] or are contained within the sequences that do not map back to the currently available chicken genome. Therefore, we analyzed reads that did not map to known chicken miRNAs to assess whether additional orthologs to known human or zebrafinch miRNAs are present within this set. 

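Among the 186 miRNAs, 33 carry a human name and 2 a zebrafinch name, exact matches and matches with mismatches together. These 35 miRNAs held 6798014 reads, or 11.0% of all reads (Wilson 95% interval 10.997% to 11.013%). The share was lowest in the first chicken sample at HH25 (7.51%) and highest in the first duck sample at HH25 (17.3%). miR-143 alone took 44.1% of these reads. The 2 zebrafinch orthologs, miR-1388 and miR-2970, held 0.0272% of all reads.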

Another 11.07% of the total reads had 100% sequence identity to 29 human mature miRNAs and 2 zebrafinch miRNAs (Figure 1 and Table S1). These miRNAs are listed in Table S1 and Table S2 with the prefix “hsa” or “tgu” to indicate they are newly described avian orthologs of known human or zebrafinch miRNAs, respectively. We also searched the miRNA sequences for candidate miRNAs that had slight sequence divergence from the known human miRNAs by setting our search algorithms to allow one or two base mismatches outside of the miRNA seed sequence. This identified 4 additional miRNAs that are novel orthologs of human miRNAs (Figure 1). Together these only accounted for 0.09% of total reads. Of the 35 total predicted novel orthologs, only 4 clearly aligned to the available chicken genomic DNA sequence, suggesting that the majority of these miRNAs are not annotated because they fall into gaps in the current chicken genomic assembly. For example, miR-143 and miR-143* have not previously been annotated in the chicken, but we identified multiple reads that matched the human versions of these miRNAs and confirmed expression of miR-143 in avians using qRT-PCR (see below).

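Table S1 lists a position in the chicken genome (gga3 build) for 2 of the 35 human and zebrafinch orthologs, miR-363 and miR-363*, both on chromosome 4 from 3968811 to 3968832. The remaining 33 are listed there without a clear position.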

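In the sequence data, miR-143 (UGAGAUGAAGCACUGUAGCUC) was among the most abundant miRNAs. Its level in chicken was 37422 PMMR in the first and 54488 PMMR in the second sample at HH20, and 5167 and 39467 PMMR at HH25. Quail had 45352 PMMR at HH20 and 80641 PMMR at HH25. In duck it was 40078 and 45335 PMMR at HH20, and 112894 and 53521 PMMR at HH25. The star strand, miR-143* (GGUGCAGUGCUGCAUCUCUGGU), was far lower, between 11.2 PMMR in the first chicken sample at HH25 and 98.6 PMMR in quail at HH20.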

In total, 68.54% of sequence reads mapped to chicken, human, or zebrafinch miRNAs (Figure 1 and Figure S1). 

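Pooled over the 11 libraries, 42198971 reads (68.3% of all reads, Wilson 95% interval 68.30% to 68.32%) fell on the 186 miRNAs. The median library had 70.0% of its reads on them.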

Within the remaining reads, 1.03% derive from degraded mRNA transcript, 6.71% map to repetitive sequence families, and 18.57% are tRNA, rRNA, or snRNA sequences (Figure 1 and Figure S1). The possibility cannot be discounted that additional data mining of the remaining reads (5.16% of total reads) may yield novel miRNA families.

Overall, by the various analyses and filtering steps described above, we identified 186 mature miRNAs that are detectably expressed in the frontonasal NC cells of the chicken, duck, and quail at a normalized read count of >15 sequences per million mapped reads (PMMR) in at least one sample (Table S1). 

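Over the 11 libraries, 185 of the 186 miRNAs exceeded 15 PMMR in at least 1 library. The exception, miR-193b, reached at most 13.9 PMMR. In the first samples alone 183 miRNAs exceeded 15 PMMR, and 129 miRNAs exceeded it in all 10 biological samples.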

The 15 PMMR threshold of detection was selected based on the lowest read counts of miRNAs for which we could reproducibly verify trends by qRT-PCR (see below).

### Identification of avian-specific miRNAs

The studies above represent the first large-scale evaluation of miRNAs in multiple avian species. Therefore, we assessed whether any of the miRNAs that are detectably expressed in the frontonasal NC of chickens, ducks, and quails might be specific to the avian lineage. Birds and mammals shared a last common ancestor ∼310 million years ago [35], and the earliest divergences within birds occurred nearly 120 million years ago (Figure 2) [36].

**Figure 2:**
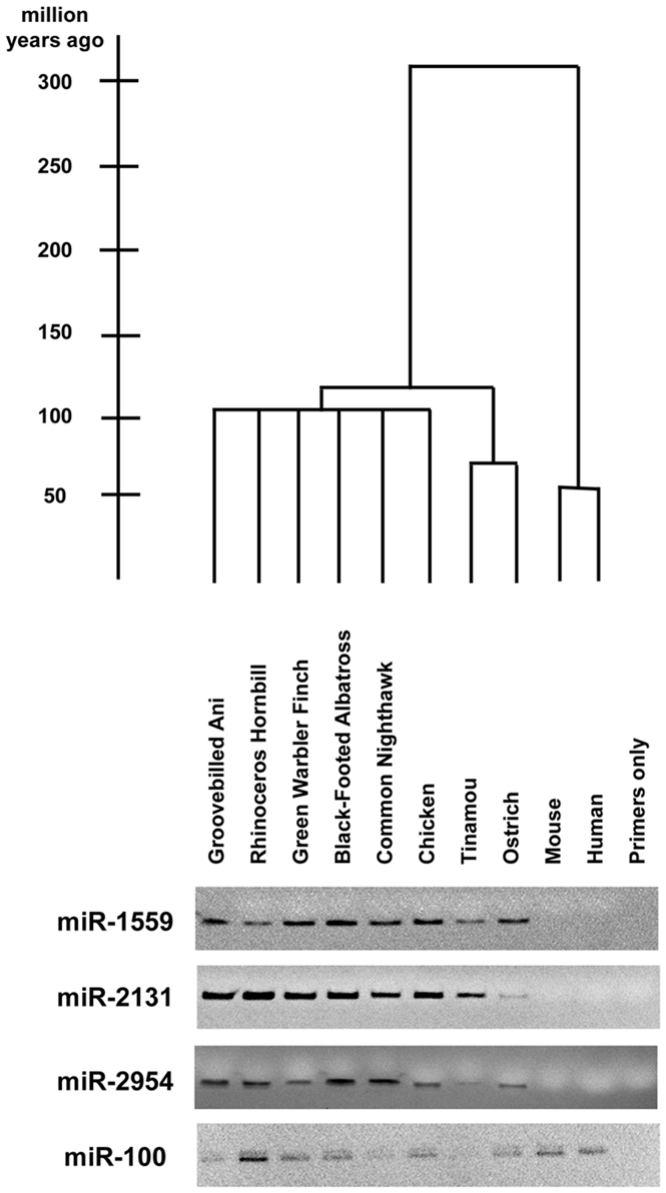
Phylogeny and PCR analysis of avian-specific miRNAs. The top part of this figure shows the phylogenetic tree of the species that we analyzed with the divergence nodes on a scale of millions of years (left). At the bottom are shown the results of gel electrophoresis of PCR products from each genomic DNA for pre-miRNA hairpin precursors for miR-1559, miR-2131, and miR-2954. Indicating that they are conserved across, but are specific to, the avian lineage. The hairpin precursor miR-100 is a positive control that is conserved across all vertebrates examined. The primers only lane is a negative control that lacks genomic DNA.

We compiled a list of six mature miRNAs, mapping to 5 miRNA hairpins, that are only annotated in chicken and zebrafinch in miRBase (www.mirbase.org, version 16) [30], or were identified in other miRNA deep sequencing projects [37], [38]. These sequences are also detectable by sequence alignment searches only in chicken and/or zebrafinch and, as determined above, are expressed in the frontonasal neural crest of the chicken, duck, and quail (Table 1) at relatively high levels. 

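All 6 mature sequences were found in every library, and none lies within 2 mismatches of another miRNA of the set. miR-1451 (UCGCACAGGAGCAAGUUACCGC) is placed by Table S1 on chromosome 3 of gga3 from 78710207 to 78710316 and had between 82.7 and 188.9 PMMR. miR-1559 (UUCGAUGCUUGUAUGCUACUCC), on chromosome 7 from 1330064 to 1330139, had between 216.9 and 767.6 PMMR. From 1 hairpin on chromosome Z, from 68816728 to 68816816, come miR-2131 (AUGCAGAAGUGCACGGAAACAGC), with 13.9 to 46.3 PMMR, and miR-2131* (CUGUUACUGUUCUUCUGAUG), which had 213.5 PMMR in the first and 151.2 PMMR in the second chicken sample at HH25. miR-2954 (CAUCCCCAUUCCACUCCUAGCA) and miR-2954* (GCUGAGAGGGCUUGGGGAGAGGA) are listed on chromosome Z without a position. miR-2954 was the most abundant of the 6, with 12565 PMMR in quail at HH20 as its highest level, and it differed between replicates: at HH25 the first chicken sample had 11992 PMMR and the second 1680 PMMR. miR-2954* ranged from 72.9 to 2071 PMMR.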

We used PCR to confirm the lineage-specificity of these miRNAs, and found that the hairpin precursors of five of these miRNAs are conserved across, but specific to, the entire avian lineage (∼118.6 million years since last common ancestor) [36], from ratites to galliforms and passerines (Figure 2). These are the first described examples of validated avian-specific miRNAs and join several other examples of miRNAs that have independently evolved within defined species lineages [39], [40], [41], [42], [43].

**Table 1:** Mature miRNAs that are specific to the avian lineage.

mature miRNA	miRBase Accession	miRNA sequence
gga-miR-1451	MIMAT0007324	UCGCACAGGAGCAAGUUACCGC
gga-miR-1559	MIMAT0007416	UUCGAUGCUUGUAUGCUACUCC
gga-miR-2131	MIMAT0011207	AUGCAGAAGUGCACGGAAACAGC
gga-miR-2131*	N/A	CUGUUACUGUUCUUCUGAUG
gga-miR-2954	MIMAT0014448	CAUCCCCAUUCCACUCCUAGCA
gga-miR-2954*	MIMAT0014623	GCUGAGAGGGCUUGGGGAGAGGA

The name, accession number (where available) and mature miR sequence are shown.

As yet, there are no known functions for the five miRNAs that are restricted to the avian lineage (Table 1). These miRNAs may just be an evolutionary novelty, but they may also influence lineage-specific differences. To evaluate potential functionality of these six putative avian-specific microRNAs, we identified potential targets using TargetScan (http://www.targetscan.org/, version 5.1). Many of these predicted targets encode members of developmental pathways (e.g. Fgf, Tgfb, and Wnt signaling), regulate body patterning (e.g. *HOX* genes), or influence chromatin modifications (e.g. *HDAC4*) (Table 2, Table S7). Each predicted mRNA target was further analyzed by ToppGene software (http://toppgene.cchmc.org/) to identify enriched GO annotations. A list of significantly enriched GO annotations for individual avian specific miRNAs is shown in Table S4. These possible miRNA:mRNA target relationships are attractive follow-up candidates for investigating lineage-specific control of these important developmental regulators.

**Table 2:** Selected predicted targets of miRNAs that are limited to the avian lineage.

miRNA	Total targets predicted	Predicted target	Gene description
gga-miR-1451	8	*HOXA10*	homeobox A10
		*ONECUT2*	one cut homeobox 2
gga-miR-1559	2	*HDAC4*	histone deacetylase 4
gga-miR-2131	142	*ACVR2A*	activin A receptor, type IIA
		*ACVR2B*	activin A receptor, type IIB
		*CALM2*	calmodulin 2
		*EN2*	engrailed homeobox 2
		*FGF9*	fibroblast growth factor 9
		*FZD10*	frizzled homolog 10
		*HMGA2*	high mobility group AT-hook 2
		*ONECUT2*	one cut homeobox 2
		*SMAD2*	SMAD family member 2
		*TWIST1*	twist homolog 1
		*ZEB1*	zinc finger E-box binding homeobox 2
		*ZEB2*	zinc finger E-box binding homeobox 2
gga-miR-2131*	44	*CALM2*	calmodulin 2
		*LRP6*	low density lipoprotein receptor-related protein 6
gga-miR-2954	20	*HMGB1*	high-mobility group box 1
gga-miR-2954*	54	*CTNNB1*	beta-catenin
		*LRP6*	low density lipoprotein receptor-related protein 6
		*NUP153*	nucleoporin 153 kDa
		*ONECUT2*	one cut homeobox 2

Targets were predicted using TargetScan (http://www.targetscan.org/) and the seed sequence (nt 2–8) for each of the avian-specific miRNAs. For a complete list of predicted targets see Table S3.

### Dramatic changes in miRNAs occur between developmental stages

In our previous study of these same frontonasal NC samples we measured changes in steady state mRNA levels for ∼2,400 genes involved in developmental signaling pathways and nearly all known and predicted transcription factor genes. Although we found many interesting gene expression differences between species, gene expression was essentially unchanged between HH20 and HH25 within a given species, suggesting that the gene expression profile is established prior to morphological variation [3]. In remarkable contrast to the relatively unchanged pattern of mRNA expression, miRNA expression is dramatically different between the two developmental stages. 

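PMMR ratios of the first samples were taken for 9 comparisons, between the stages within each species and between each pair of species at each stage. A miRNA was counted where the ratio reached 2-fold with more than 15 PMMR in at least 1 of the 2 libraries. The paper asks for that level in at least 1 library without naming which, so the rule here can be stricter. By this rule 166 of the 186 miRNAs (89.2%) changed in at least 1 comparison, and all 166 are among the 170 of the paper. miR-34a, which the paper counts, changed up to 6.32-fold, but its highest level, 18.4 PMMR, was in a library outside that comparison. With the second samples of chicken and duck in place of the first, 154 miRNAs passed, of which 147 were among the 166, and with the mean of both samples 147 miRNAs passed. The alternative that moved the count most was a threshold of more than 50 PMMR, which left 138. Fisher's exact test on the recovered reads, with Bonferroni correction over 1674 tests, kept all 166, but it compares those libraries, not the conditions. Duck and chicken differed by 2-fold in 58 miRNAs at HH20 and in 97 at HH25. Of these, 28 at HH20 and 25 at HH25 differed by 2-fold in the same direction in the second samples. The largest ratio in the first samples was that of miR-3529 at HH25, with 622.7 PMMR in quail and 8.50 PMMR (27 reads) in the first duck sample, a 73.3-fold difference. Against the second duck sample the difference was 64.0-fold. The next largest, 70.6-fold for miR-199* between quail and the first chicken sample at HH25, was 1.39-fold with the second chicken sample. The largest ratio in the second samples was that of miR-34c at HH25, with 422.1 PMMR in duck and 4.22 PMMR in chicken, a 100.0-fold difference, against 1.65-fold in the first samples. miR-199* and miR-34c were chosen after their values were seen.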

Of the 186 miRNAs that were detectably expressed, 170 (91%) were differentially expressed by at least 2-fold either between the three species or between the two developmental stages, with fold changes as large as 74-fold (Table S2). 

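Between HH20 and HH25, 99 miRNAs changed at least 2-fold in chicken, 46 in duck and 30 in quail in the first samples, 123 miRNAs in all (74.1% of the 166). With the second samples of chicken and duck the number was 82, of which 66 were among the 123, and with the mean of both samples it was 84. The second samples gave 64 miRNAs in chicken and 52 in duck. In chicken 23 miRNAs changed 2-fold in the same direction in both samples, and in duck 12. The direction of change was shared by the first and second samples for 91 of the 186 miRNAs (48.9%) in chicken and 111 (59.7%) in duck. Across miRNAs, which are not independent, the log2 stage changes of the first and second samples had a correlation of 0.05 in chicken and 0.38 in duck. By limma's moderated test with Benjamini-Hochberg adjustment, 0 miRNAs passed the threshold in chicken (21 at an unadjusted p under 0.05) and 0 in duck (9 at an unadjusted p under 0.05). A stage change that differed between duck and chicken was found for 0 miRNAs (1 at an unadjusted p under 0.05). With the sample number as a block, 3 miRNAs passed in chicken: let-7g and let-7a with an adjusted p of 0.0388 and let-7i with 0.0499. Over the alternatives the adjusted p ran from 0.0388 to 0.223 for let-7g, to 0.283 for let-7a, and from 0.0499 to 0.197 for let-7i. Simulated data with the scatter of these samples showed what 2 samples per group can detect: 30.5% of 4-fold changes within chicken were recovered.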

The vast majority (132 or 78%) of the 170 miRNAs that were differentially expressed showed changes between the developmental stages in one or more of the species. The specific miRNAs, patterns and trends of miRNA expression are shown in detail in Table S2 and Table S7 and the sections below summarize these trends and relate specific miRNAs to their potential (and in one case, tested) cellular functions.

### miRNAs that regulate stemness, cellular differentiation and epithelia-mesenchyme transitions are differentially regulated between the two developmental stages in all three species

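The 12 miRNAs that Table S7 lists as lower at HH25 fell in the first samples by 1.78- to 8.86-fold in chicken, 1.81- to 7.79-fold in duck and 1.34- to 7.63-fold in quail. The 17 listed as higher rose by 2.24- to 27.8-fold in chicken, 1.40- to 5.95-fold in duck and 1.31- to 2.92-fold in quail. The second samples, which were not used to draw the lists, gave the listed direction for 6 of the 12 in chicken and 8 of the 12 in duck, and for 12 of the 17 in chicken and 13 of the 17 in duck. For comparison, 44.6% of all 186 miRNAs fell and 55.4% rose in the second chicken samples. Against their listed direction, miR-122, miR-1246, miR-369-3p and miR-423-5p rose in the second samples of both species, and miR-30a-3p, miR-30d* and miR-30e* fell. The 4 that rose rested on 3 to 8 reads in the first chicken sample at HH25 and 2 to 12 in the first duck sample. For miR-423-5p the rise in the second duck samples was from 1.51 to 1.74 PMMR, too few reads to show a direction. Over all 10 samples with species as a term, limma's moderated test with Benjamini-Hochberg adjustment called 6 miRNAs, 3 lower and 3 higher at HH25, and all 6 are listed. Adjusted over the list alone, 6 of the 12 and 10 of the 17 passed, which is not independent evidence, since the lists were drawn from these samples. A single library decided this number more than any other setting: without the first chicken sample at HH25, 17 miRNAs were called (10 higher and 7 lower), and the other fits that left out 1 sample called 2 to 8.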

Twelve miRNAs are down-regulated and seventeen are up-regulated from HH20 to HH25 in all three bird species (Table S7). The extent of these changes varies depending upon the particular species. For example, miR-96 is down-regulated at HH25 by 1.81-fold in duck, by 1.84-fold in quail and by 7.35-fold in chicken NC cells. 

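In the first samples miR-96 fell from 40.2 to 5.47 PMMR in chicken (7.34-fold), from 45.8 to 24.9 PMMR in quail (1.84-fold) and from 113.3 to 62.6 PMMR in duck (1.81-fold). Among the second samples it fell again in duck, from 83.9 to 30.4 PMMR, and rose in chicken, from 21.6 to 42.3 PMMR. Across both chicken samples the log2 fold change was -0.87 (standard error 0.957, adjusted p = 0.713 from limma's moderated test with Benjamini-Hochberg adjustment), smaller in size than its standard error.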

Knockdown of this particular miRNA in zebrafish has previously been shown to result in abnormal cranial cartilage [44]. MiR-302b, miR-302b*, and miR-302c, which are the only members of the 9-member miR-302 family that are detectable at either stage, are down-regulated between 2.3- and 7.8-fold at HH25 in all three species (Table S7). This miRNA family has been previously associated with “stemness.” They are highly expressed in embryonic stem cells, and when induced can reprogram somatic cells into a pluripotent state [45], [46].

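miR-302b (UAAGUGCUUCCAUGUUUUAGUAG) and miR-302b* come from 1 hairpin on chromosome 4 of gga3, from 58651314 to 58651385, and miR-302c (UAAGUGCUUCCAUGUUUCAGUGG) from a second hairpin on the same chromosome, from 58651576 to 58651640. miR-302b and miR-302c differ by 2 bases, so that a read with mismatches can map to either. Among the first samples the 3 miRNAs fell by 2.31- to 7.86-fold in chicken, 2.98- to 5.14-fold in duck and 2.78- to 4.02-fold in quail. Among the second samples they fell by 5.31- to 8.32-fold in chicken and 8.58- to 13.5-fold in duck, and after median-centring each library they fell in both samples alike. miR-302b went from 444.8 to 84.7 PMMR in the first chicken samples and from 306.3 to 57.7 PMMR in the second. Over all 10 samples the log2 change was -2.71 for miR-302b* (standard error 0.375, adjusted p = 0.00325), -2.30 for miR-302b (standard error 0.325, adjusted p = 0.00325) and -2.09 for miR-302c (standard error 0.391, adjusted p = 0.0176), by limma's moderated test with Benjamini-Hochberg adjustment. miR-302b* and miR-302b passed the threshold in each of the 10 fits that left out 1 sample. miR-302c passed in 5 of them.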

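In the first samples miR-30a-3p went from 2231 to 6709 PMMR in chicken, from 4469 to 9693 PMMR in duck and from 3767 to 5483 PMMR in quail between HH20 and HH25. Its partner strand miR-30a-5p went from 3015 to 23342 PMMR in chicken, from 11160 to 22406 PMMR in duck and from 7588 to 13890 PMMR in quail. Both strands come from a hairpin on chromosome 3 of gga3, from 85102239 to 85102310. miR-30d* was low, at 15.3 and 50.6 PMMR in chicken, 14.2 and 24.9 PMMR in duck and 19.1 and 32.0 PMMR in quail.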

Of the seventeen miRNAs that are expressed at higher levels at the later stage of development (HH25) in the chicken, duck, and quail (Table S7) four belong to the miR-30 family (miR-30a-3p, miR-30a-5p, miR-30d*, and miR-30e*). These are up-regulated by between 1.4- to 7.7-fold (Table S7). This family of miRNAs has been previously implicated in promoting mesenchymal-to-epithelial transitions (MET) [47], [48]. 

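Over these 4 miRNAs the first samples gave increases of 2.33- to 7.74-fold in chicken, 1.75- to 2.34-fold in duck and 1.42- to 1.83-fold in quail. In the second samples miR-30a-5p rose in chicken and duck, and the other three fell in both species. miR-30a-3p then went from 7063 to 3645 PMMR in chicken and from 8660 to 7415 PMMR in duck. miR-30e* fell by 1.08 on the log2 scale in the second chicken samples and by 0.30 in the second duck samples. Of all 10 detected strands of the miR-30 family, all 10 rose in the first chicken samples and 3 rose in the second, and median-centring left 9 and 3. In duck the same numbers were 10 and 3 with and without centring. In quail, which has first samples only, 8 rose and 2 fell. Over all 10 samples miR-30a-5p had a log2 change of 1.21 (standard error 0.382, adjusted p = 0.131 from limma's moderated test with Benjamini-Hochberg adjustment).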

While epithelial-to-mesenchymal transitions (EMT) are crucial for neural crest migration [49] and later events of facial development such as lip fusion [50], it is unclear if MET or EMT is occurring in the HH20 to HH25 developmental window. Interestingly, EMT has also been associated with stemness, while MET is associated with cellular differentiation [51], [52], [53]. Thus, up-regulation of the miR-30 family might reflect an increase in cellular differentiation at HH25. In agreement with this, let-7a, let-7a*, let-7c*, let-7d, let-7f, let-7g, let-7i, and let-7k are up-regulated by 1.4- to 27.9-fold at HH25 in all three species, while let-7c is up-regulated at HH25 only in chicken and quail (Table S7). These miRNAs belong to the 19 member let-7 family of miRNAs, the expression of which has been associated with cellular differentiation [54]. 

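Over the first samples the 8 listed let-7 miRNAs rose by 4.22- to 27.8-fold in chicken, 1.74- to 5.95-fold in duck and 1.42- to 2.46-fold in quail. The second samples gave an increase for 7 of the 8 in chicken and 7 of the 8 in duck, before and after median-centring. The exceptions were let-7a* in chicken, from 56.3 to 28.5 PMMR, and let-7c* in duck, from 18.7 to 15.8 PMMR. let-7g, on chromosome 12 of gga3 from 2809078 to 2809160, rose from 478.1 to 4179 PMMR in the first chicken samples and from 334.4 to 1702 PMMR in the second. Its log2 change over all 10 samples was 2.15 (standard error 0.410, adjusted p = 0.0176). let-7i, on chromosome 1 from 34895687 to 34895770, changed by 2.70 (standard error 0.569, adjusted p = 0.0247) and let-7f, on chromosome 12 from 6302497 to 6302583, by 1.62 (standard error 0.332, adjusted p = 0.0242), all by limma's moderated test with Benjamini-Hochberg adjustment. let-7a reached an adjusted p of 0.0523 by the same test, and 0.00843 to 0.0701 over the alternatives. Of these, let-7g and let-7f passed in 6 of the 10 fits that left out 1 sample, let-7i in 5 and let-7a in 2. The mature let-7a sequence lies within 1 mismatch of let-7c and let-7f, so that a read with mismatches can map to more than 1 of them. From the higher levels of let-7 and miR-30 miRNAs at HH25, the paper proposes an increase in cellular differentiation between the stages.

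**Figure D2:**
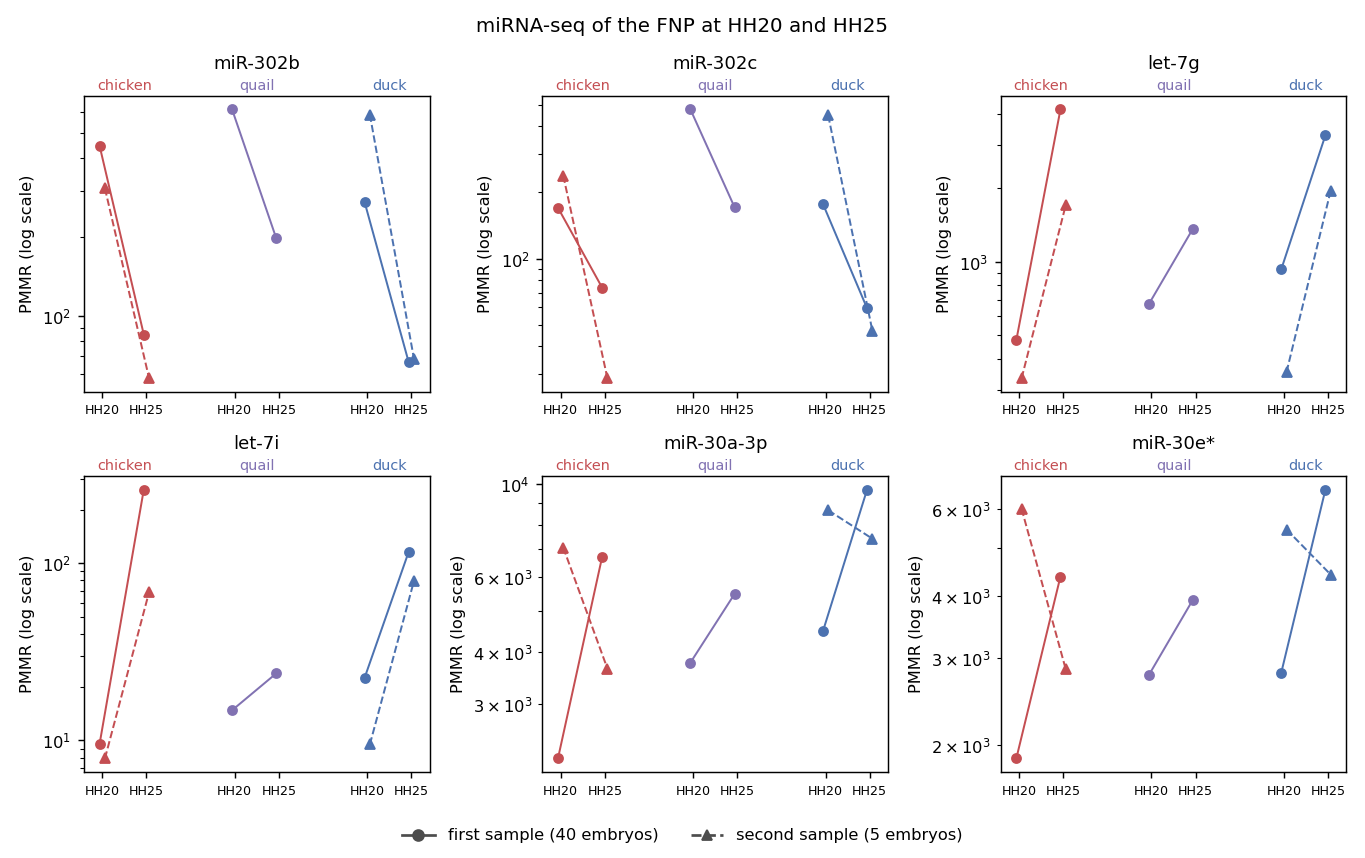
PMMR (log scale) of miR-302b, miR-302c, let-7g, let-7i, miR-30a-3p and miR-30e* at HH20 and HH25 in chicken, quail and duck, with a line for each sample pair. miR-302 falls and let-7g and let-7i rise in the first and second samples, while miR-30a-3p and miR-30e* rise in the first samples and fall in the second.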

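10 let-7 strands were detected: let-7a, let-7a*, let-7b, let-7c, let-7c*, let-7d, let-7f, let-7g, let-7i and let-7k. Over the first samples all 10 rose in chicken, all 10 in quail and all 10 in duck, and they reached 2-fold in 10, 5 and 6 cases. let-7b had the largest increase in chicken, from 11.6 to 519.1 PMMR (44.6-fold), against 1.22-fold in quail and 1.16-fold in duck. In the second samples it rose from 4.20 to 45.5 PMMR in chicken (10.8-fold) and from 3.46 to 19.0 PMMR in duck (5.49-fold).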

In all, 9 of 10 detectable members of the let-7 family are up-regulated in chicken and quail NC by HH25 (Table S7).

Along with let-7c, six additional miRNAs are up-regulated at HH25 only in chicken and quail, but not in duck NC cells. These include miR-30c-2*, miR-129-5p which targets the stem cell regulator *SOX4* [55], [56], the differentiation-promoting miR-137 [57], and the let-7-related miR-100* and miR-125b-2* [58].

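The 7 miRNAs of this group are let-7c, miR-30c-2*, miR-129-5p, miR-137, miR-100*, miR-125b* and miR-148a*. In the first samples all 7 rose by 1.42- to 21.6-fold in chicken and by 1.45- to 2.27-fold in quail, while in duck 2 rose and 5 fell. After median-centring 6 of the 7 rose in chicken, since miR-148a* changed by -0.02 on the log2 scale. In the second samples 5 of the 7 rose in chicken and 3 of the 7 rose in duck. let-7c went from 12995 to 36930 PMMR in the first chicken samples and from 23617 to 25975 PMMR in the first duck samples. In the second it went from 3579 to 30719 PMMR in chicken, an increase of 3.10 on the log2 scale, and from 4702 to 21032 PMMR in duck, an increase of 2.16. By the interaction term of limma's moderated test with Benjamini-Hochberg adjustment, the stage change of let-7c differed between duck and chicken by -1.15 (standard error 1.18, adjusted p = 0.996). Between duck and chicken at HH25, 0 of the 7 passed over all miRNAs by limma's moderated test with Benjamini-Hochberg adjustment, with 0.540 as the smallest adjusted p. Adjusted over the list alone, 0 passed, with 0.567 as the smallest.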

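miR-137, on chromosome 8 of gga3 from 13210193 to 13210288, went from 51.8 to 1119 PMMR in the first chicken samples and from 25.7 to 47.7 PMMR in the second. In quail it went from 37.1 to 64.2 PMMR. Its stage change differed between duck and chicken by -3.00 on the log2 scale (standard error 1.79, adjusted p = 0.996 from limma's moderated test with Benjamini-Hochberg adjustment). miR-129-5p went from 189.4 to 469.9 PMMR in the first chicken samples and from 138.8 to 104.0 PMMR in the second, and miR-30c-2* from 71.9 to 290.6 PMMR and from 149.6 to 119.2 PMMR. miR-100* rose in both pairs of chicken samples, from 20.5 to 89.7 PMMR and from 17.6 to 27.3 PMMR. The miRNA listed as miR-125b* in the files went from 1057 to 2341 PMMR and from 1038 to 1371 PMMR. In the second duck samples miR-100* and miR-125b* rose as well, by 0.45 and 0.38 on the log2 scale.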

A final set of seven miRNAs are only up-regulated in the duck NC compared to chicken and quail after morphological variations are evident at HH25 (Table S7). For example, miR-222 is expressed at similar levels in the duck, chicken, and quail at HH20. However, by HH25, it is down-regulated 1.8-fold in the beaked birds, but remains more highly expressed in duck (Table S7). This miRNA has been shown to down-regulate the cell cycle regulator *p27^KIP1^* in a number of systems, including chicken cell lines [59], [60] (see below for more on this).

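The 7 miRNAs are miR-10b, miR-142-5p, miR-205a, miR-22*, miR-222, miR-454 and miR-551. At HH25 all 7 were higher in the first duck sample than in the first chicken sample, by 2.57- to 16.1-fold, and 6 were higher than in quail. The exception was miR-10b, with 15.5 PMMR in quail and 13.2 PMMR in duck. Between the second samples, 6 of the 7 were higher in duck than in chicken, and miR-10b was lower, with 26.4 PMMR in chicken and 16.1 PMMR in duck. In the first chicken sample miR-10b rested on 0.820 PMMR, or 3 reads. At HH25 none of the 7 passed the threshold of limma's moderated test with Benjamini-Hochberg adjustment between duck and chicken, and the smallest adjusted p was 0.181. Adjusted over the list alone it was 0.0896.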

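At HH20 miR-222 had 849.4 and 952.3 PMMR in the 2 chicken samples, 988.8 PMMR in quail, and 1322 and 1204 PMMR in the 2 duck samples. The log2 difference between duck and chicken was 0.49 (standard error 0.531, adjusted p = 0.840 from limma's moderated test with Benjamini-Hochberg adjustment). The chicken genome (gga3) has 2 copies of its hairpin on chromosome 1, from 114216027 to 114216124 and from 114218422 to 114218519.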

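At HH25 the first samples had 470.2 PMMR in chicken, 555.6 PMMR in quail and 1586 PMMR in duck. Relative to HH20 this is a decrease of 1.81-fold in chicken and 1.78-fold in quail and an increase of 1.20-fold in duck. The second samples had 441.8 PMMR in chicken and 630.2 PMMR in duck, so that miR-222 fell by 0.93 on the log2 scale in the second duck samples and by 1.11 in the second chicken samples.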

### miRNAs that regulate bone formation and Wnt signaling are differentially regulated in the duck compared to the chicken and quail

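Duck and chicken were compared over both stages with 4 samples each and stage as a term. By limma's moderated test with Benjamini-Hochberg adjustment, 18 of the 186 miRNAs differed, 12 higher and 6 lower in duck. Of these 18, 11 belong to the lists of Table S7 for duck at both stages. The median log2 difference over all miRNAs was 0.20. Median-centring, which lowered each log2 difference by 0.27, left 10 miRNAs, 3 higher and 7 lower, of which 9 were among the 18. Leaving out the first chicken sample at HH25 moved the number most, to 42 (34 higher and 8 lower), and the other fits without 1 sample gave 6 to 9. The 6 miRNAs miR-3529, miR-146b, miR-2970, miR-215, miR-27a and miR-1552-5p passed the threshold in all 9 alternative settings and in each of the 8 fits that left out 1 sample. Within single stages, where 2 samples stand against 2, the same test called 0 miRNAs at HH20 (23 at an unadjusted p under 0.05) and 4 at HH25: miR-27a, miR-146b, miR-3529 and miR-2970. Each of the 4 had an adjusted p of 0.0481. With the sample number as a block 0 were called at HH25 (30 at an unadjusted p under 0.05), and over the alternatives the adjusted p of miR-27a ran from 0.0432 to 0.0821. After median-centring 3 miRNAs were called at HH25, 0 higher and 3 lower.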

Twenty-one miRNAs are differentially regulated in the duck compared to chicken and quail at both developmental stages. 

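miR-18a*, miR-215, miR-2964, miR-3529, miR-1388 and miR-2970 were lower in the first duck samples than in chicken by 1.66- to 9.56-fold at HH20 and by 2.59- to 18.7-fold at HH25, and lower than in quail by 2.27- to 35.9-fold at HH20 and by 1.55- to 73.3-fold at HH25. In the second samples all 6 were lower in duck than in chicken at each stage, before and after median-centring. Against quail, the second duck sample had slightly more miR-18a* at HH20, by 0.05 on the log2 scale. In the fit over both stages miR-3529 had a log2 difference of -3.11 between duck and chicken (standard error 0.377, adjusted p = 0.00294), miR-215 of -3.00 (standard error 0.443, adjusted p = 0.00356), miR-2970 of -2.81 (standard error 0.414, adjusted p = 0.00356) and miR-1388 of -2.27 (standard error 0.515, adjusted p = 0.0306), by limma's moderated test with Benjamini-Hochberg adjustment. miR-1388 passed the threshold in 2 of the 8 fits that left out 1 sample, with an adjusted p of 0.0170 to 0.0391 over the alternatives. miR-2964 (adjusted p = 0.0514) and miR-18a* (adjusted p = 0.401) did not pass. Adjusted over the list alone, 5 of the 6 passed, and since the list was drawn from these samples this is not independent evidence. The 4 duck samples held 27 to 106 reads of miR-3529 each. Reads were mapped to chicken, human and zebrafinch sequences, so that a sequence difference in duck would also lower its count.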

Six miRNAs with unrelated or unknown functions are expressed at lower levels in NC cells from the flat-billed duck compared to the conical-beaked chicken and quail (Table S7). 

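All 15 miRNAs that Table S7 lists here were higher in the first duck samples, by 1.64- to 11.6-fold over chicken at HH20 and by 1.51- to 58.6-fold at HH25. Between the second samples, all 15 were higher in duck than in chicken at HH20, or 14 after median-centring, and 11 of the 15 at HH25. At HH25 miR-182, miR-183, miR-200a and miR-200b were lower in the second duck sample than in the second chicken sample. Over both stages 7 of the 15 passed the threshold of limma's moderated test with Benjamini-Hochberg adjustment, and 11 passed adjusted over the list alone, which is not independent evidence. The largest difference was that of miR-146b, on chromosome 6 of gga3 from 24570060 to 24570164, at 4.10 on the log2 scale (standard error 0.557, adjusted p = 0.00356 by the same test). miR-23a had a log2 difference of 1.95 (standard error 0.468, adjusted p = 0.0368), miR-27a of 2.1 (standard error 0.321, adjusted p = 0.00367) and miR-24 of 1.15 (standard error 0.288, adjusted p = 0.0382). All 3 were higher in each of the 4 duck samples than in any chicken sample. After median-centring the adjusted p was 0.0942 for miR-23a, 0.0176 for miR-27a and 0.125 for miR-24, the highest of each over the alternatives. Table S1 gives no clear position for miR-23a and miR-27a, and it places miR-24 on chromosome Z from 41158175 to 41158242, beside miR-27b. miR-23a and miR-27a also lie within 1 mismatch of miR-23b and miR-27b. Leaving out 1 sample, miR-27a passed in all 8 fits, miR-23a in 3, and miR-24 only without the first chicken sample at HH25 (adjusted p = 0.0203).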

Fifteen miRNAs are more highly expressed in duck NC cells at both stages (Table S7), including the miR-23a-27a-24-2 cluster, which is negatively regulated by the osteoblast transcription factor RUNX2 [61]. Expression of each of these miRNAs suppresses bone formation and directly down-regulates *SATB2* [61], which has been previously implicated in facial development and associated with morphological variation in the avian beak [3], [62].

Additionally, miR-200a, miR-200b, miR-203, miR-27a, and miR-27b, all of which interact with Wnt signaling components [63], [64], [65], are expressed at 1.5- to 58.9-fold higher levels in duck verses the other species (Table S7). 

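Between the first samples, these 5 miRNAs were higher in duck by 1.92- to 4.49-fold over chicken and 1.47- to 3.53-fold over quail at HH20, and by 2.02- to 58.6-fold and 1.71- to 4.23-fold at HH25. In the second samples all 5 were higher in duck than in chicken at HH20, and 3 of the 5 at HH25, with the same numbers after median-centring. miR-203 had 11.8 PMMR in the first and 22.6 PMMR in the second chicken sample at HH25, against 143.5 and 91.2 PMMR in duck. Over both stages its log2 difference was 1.95 (standard error 0.604, adjusted p = 0.0698 from limma's moderated test with Benjamini-Hochberg adjustment). miR-27b, on chromosome Z from 41157642 to 41157738, had a log2 difference of 1.19 (standard error 0.278, adjusted p = 0.0329) by the same test. It passed in 7 of the 9 alternatives, with an adjusted p of 0.0294 to 0.0906, and in the fit without the first chicken sample at HH25 only among the 8 that left out 1 sample.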

Among this group, miR-200a and miR-200b are remarkable in both showing greater than 50-fold changes in expression between duck and chicken at HH25. 

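At HH25 miR-200a had 11.8 PMMR (43 reads) in the first chicken sample and 642.5 PMMR in the first duck sample, a 54.7-fold difference. miR-200b had 2.19 PMMR (8 reads) and 128.4 PMMR, a 58.6-fold difference. The second samples had the opposite direction: miR-200a had 202.9 PMMR in chicken and 127.6 PMMR in duck, and miR-200b had 81.5 and 33.0 PMMR. The first chicken sample at HH25 is the lowest of the 10 samples for both miRNAs. Quail at HH25 had 308.9 and 75.2 PMMR. At HH20 duck was higher than chicken in both pairs of samples, with 869.0 against 193.8 PMMR and 284.3 against 75.2 PMMR for miR-200a. Over both samples at HH25 the log2 difference was 2.5 for miR-200a (standard error 1.34, adjusted p = 0.439) and 2.03 for miR-200b (standard error 1.42, adjusted p = 0.566) by limma's moderated test with Benjamini-Hochberg adjustment. Both lie on chromosome 21 of gga3, miR-200a from 2583317 to 2583403 and miR-200b starting at 2585642.

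**Figure D3:**
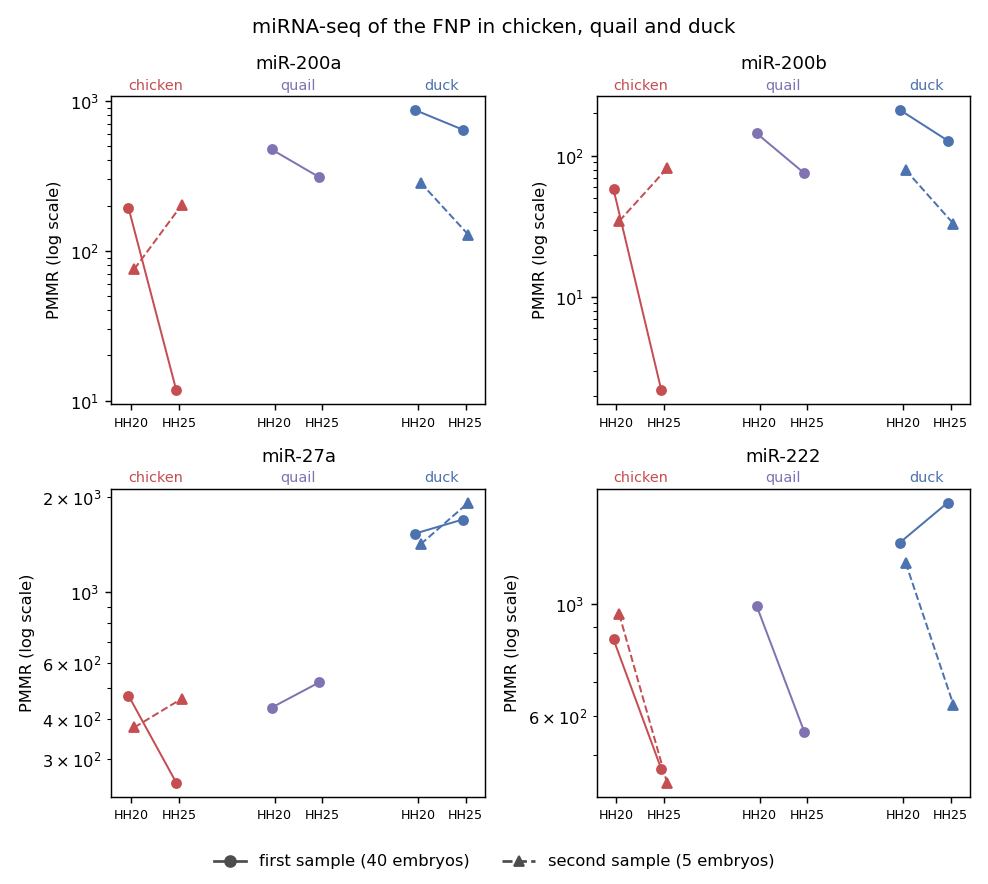
PMMR (log scale) of miR-200a, miR-200b, miR-27a and miR-222 at HH20 and HH25 in chicken, quail and duck, with a line for each sample pair. miR-27a is higher in each duck sample than in every chicken sample, while miR-200a and miR-200b at HH25 are higher in duck in the first samples and lower in the second.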

We have previously shown that the Wnt pathway regulates regional growth in facial structures and its activation correlates with differences in beak morphology [3]. MiR-200a and 200b have also been shown to regulate MET via direct repression of *ZEB1* and *ZEB2* [66], [67], though, as stated above, it is at present unclear if MET is occurring in the HH20 to HH25 developmental window.

### In situ hybridization and qRT-PCR validate the sequencing data

We confirmed miRNA trends from the sequencing data both *in vitro* and *in vivo*. First, we conducted quantitative real-time polymerase chain reaction (qRT-PCR) on mature miRNAs using a second biological sample of NC cells from HH20 and HH25 ducks and chickens. For nine of ten miRNAs examined, qRT-PCR confirmed expression trends identified by Next-Generation sequencing (Table S1 and Table S5). 

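The sequencing values were set beside the paper's delta Ct differences of Table S5 for the 10 miRNAs in 4 comparisons, the stage change in chicken and in duck and the difference of duck from chicken at each stage. In the first samples the log2 ratio had the sign of the paper's value in 34 of the 40 cases, and in the second samples in 29 of the 40. Between duck and chicken the signs were shared in 10 of 10 cases at HH20 and 9 of 10 at HH25 for the first samples, and in 9 and 6 of 10 for the second samples. For the stage change they were shared in 7 of 10 cases in chicken and 8 of 10 in duck for the first samples, and in 6 and 8 of 10 for the second. Signs were counted however small the paper's value was. Between duck and chicken at HH25, miR-215 counted as shared at -0.05, against a log2 ratio of -4.23 in the first samples. The paper reports its difference by qRT-PCR at HH20 only. In the chicken stage change, the paper's values for miR-200b, miR-203 and miR-143 were 0.04, -0.06 and -0.1. The direction that Table S5 gives for each miRNA from sequencing was found in the second samples for 6 of the 10 (let-7a, miR-146b, miR-16, miR-203, miR-215 and miR-222). miR-183, miR-200a, miR-200b and miR-143 had the opposite sign in at least 1 comparison.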

One miRNA, gga-miR-215, showed a slight discrepancy between qRT-PCR and miRNA-seq data. By sequencing, this miRNA is expressed at higher levels in chicken than duck NC cells at both developmental stages (Table S1). However, by qRT-PCR we only confirmed differential expression at HH20 (Table S5). This miRNA has lower read numbers than most of the other miRNAs confirmed by qRT-PCR, which may account for this discrepancy. Furthermore, absolute changes in miRNA expression did not always agree between sequence data and qRT-PCR as the only commercially available primers for miRNA qRT-PCR are designed from human, not chicken, orthologs. 

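miR-215, on chromosome 3 of gga3 from 19924793 to 19924897, had 249.4 and 168.8 PMMR in chicken and 26.1 and 31.4 PMMR in duck at HH20 (the first and second samples). At HH25 it had 889.5 and 286.5 PMMR in chicken and 47.5 and 61.5 PMMR in duck. The log2 difference was -2.80 at HH20 (standard error 0.686, adjusted p = 0.152) and -3.20 at HH25 (standard error 0.686, adjusted p = 0.0523) by limma's moderated test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p at HH25 ran from 0.0365 to 0.0764. Quail had 275.7 PMMR at HH20 and 524.6 PMMR at HH25.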

Some sequence differences exist between the miRNAs across that evolutionary period—approximately 310 million years [35]—and this may account for the differences observed between the sequencing and RT-PCR data.

For one of the differentially expressed miRNAs, miR-222, we performed RNA *in situ* to assess the approximate expression level and pattern of the mature miRNA in FNPs from duck and chicken (Figure 3). In both duck and chicken, this miRNA is expressed throughout the facial prominences, but most robustly in the maxillary prominences and around the nasal pits. Though they have similar spatial patterns, miR-222 is expressed at higher levels in the duck, especially within the mandibular prominence, in agreement with our sequencing data (Figure 3).

**Figure 3:**
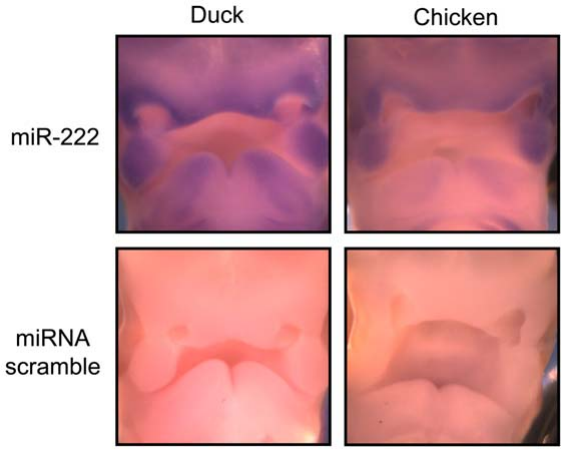
*in situs* validate sequencing data for gga-miR-222 in HH25 chickens and ducks. RNA in situ hybdridizations are shown to HH Stage 25 embryos (cf Figure 1). Upper facial images are shown for duck and chicken comapred to a scrambled control. The lower part of each figure shows the developing mandibular processes. Only the FNP area in the center of each image was the target of dissections (cf Figure 1).

### Expression of miR-222 correlates with changes in the cell cycle regulator p27^KIP1^ but not with its steady state mRNA levels

Previous studies in multiple species, including chicken, have identified the cell cycle regulator *p27^KIP1^* as one target of miR-222 [59], [60]. miR-222 is expressed at similar levels in the chicken, duck, and quail at HH20. However, by HH25, miR-222 has been down-regulated 1.8-fold in both chicken and quail, but it remains at high levels in duck neural crest cells (Table S7). 

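In the sequencing data over both samples of each group, miR-222 was higher in duck than in chicken at HH25 by 1.13 on the log2 scale (standard error 0.531, adjusted p = 0.372 from limma's moderated test with Benjamini-Hochberg adjustment). It was higher in both duck samples than in either chicken sample. The stage changes were -0.98 in chicken (adjusted p = 0.511) and -0.34 in duck (adjusted p = 0.951) by the same test, each with a standard error of 0.531. Their difference of 0.64 (standard error 0.751, adjusted p = 0.996) was smaller than the error.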

We sought to determine whether miR-222 may be altering p27 levels in the developing face by measuring levels of p27 protein across a time course using western blots in chicken and duck FNPs from HH17, when NC cell have completed migration into the facial prominences, to HH31, when the adult beak is taking shape [19], [68].

From HH17 to HH23, when the duck and chicken embryos are morphologically similar [3], p27 protein is present at similar levels (Figure 4A). However, once the chicken and duck morphologically diverge at HH25, we observed changes in the levels of p27 protein. At HH25, the levels of p27 increase in the chicken but remain relatively constant in duck FNP (Figure 4A). This correlates with the observed increase in miR-222 in the duck (above and Figure 3). The levels of p27 remain at higher levels in chicken FNP through to the end of the time course at HH31.

**Figure 4:**
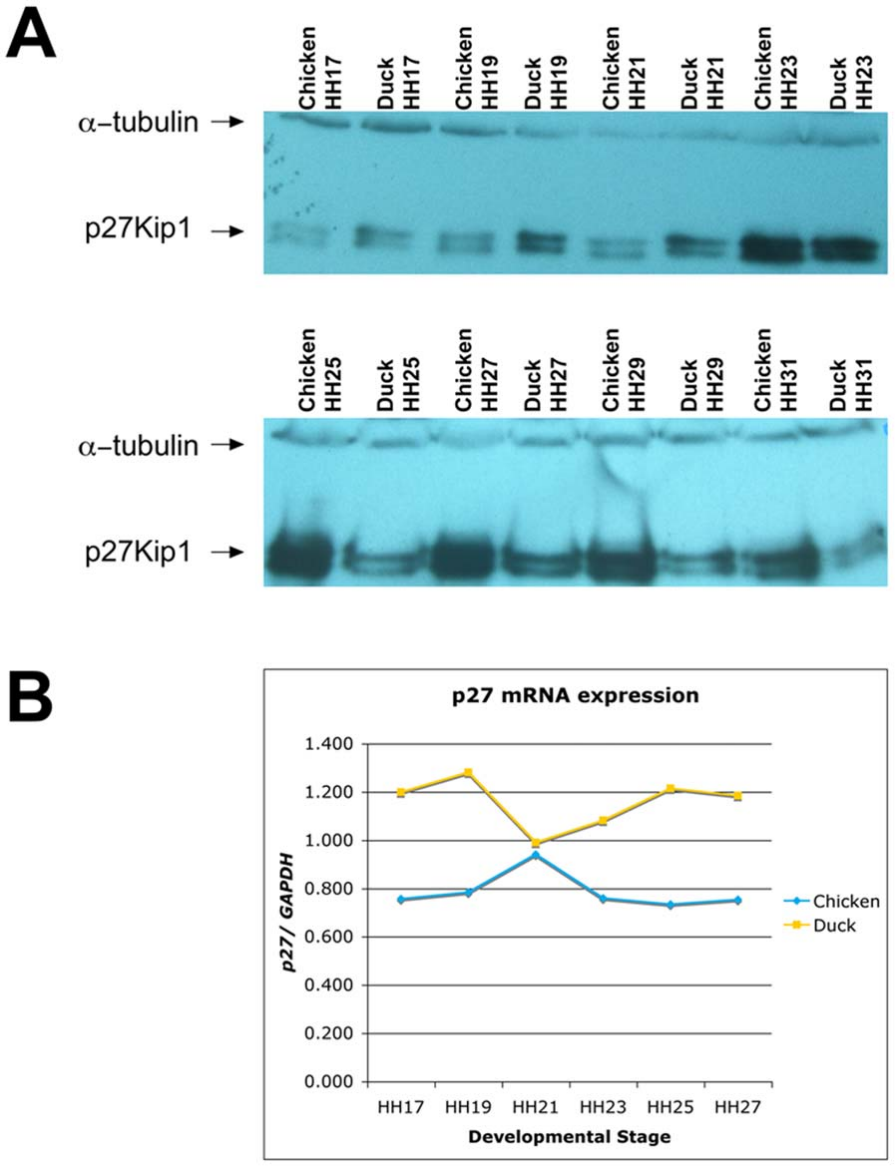
p27^KIP1^ protein, but not mRNA, is differential between birds at the onset of morphological divergence. (A) Western blot analysis of p27 protein (lower doublet) relative to alpha-tubulin loading control (upper band) in a time course of microdissected samples from HH17-HH31 chicken and duck frontonasal prominences. (B) Levels of *p27^KIP1^* mRNA transcripts relative to *GAPDH* control in chicken and duck frontonasal prominences, as measured by qRT-PCR.

The increased levels of p27 protein we observed are not accounted for by a corresponding increase in *p27^KIP1^* mRNA levels. By RT-PCR, steady state levels of *p27^KIP1^* transcripts remain relatively constant from HH17 to HH27 in both chicken and duck FNPs (Figure 4B), indicating that post-transcriptional regulation probably accounts for the observed decrease in p27 protein (Figure 4A) and adding another piece of evidence that changes in miR-222 may account for changes in p27 protein.

## Discussion

MiRNAs have an interesting evolutionary history. While the transcription factor and signaling pathway spectrums are largely conserved from sponges to humans [69], [70], miRNAs have been continuously added during the metazoan lineage [71], [72], [73], [74], [75], [76]. The rate of acquisition of new miRNAs has increased at key periods in evolution including the advent of bilaterians, vertebrates, eutherians, and primates [72], [73], [76]. This has lead to the hypothesis that miRNA innovation might have contributed to increases in the morphological complexity of metazoans [72], [75], [76], [77]. Given that this study is the first investigation of miRNAs in multiple avian species, we began by asking whether any of the 186 miRNAs that we detected in the frontonasal neural crest of the chicken, duck, and quail might be specific to the avian lineage. We identified six mature miRNAs that appear to be specific to the avian lineage which has been evolving for nearly 120 million years (Table 1) [36]. We used PCR to confirm that five of these (miR-1559, miR-2131, miR-2131*, miR-2954, and miR-2954*) are conserved across, but are specific to, the entire avian lineage. These are the first described examples of validated avian-specific miRNAs and join several other examples of miRNAs that have independently evolved within defined vertebrate lineages [39], [40], [41], [42], [43]. However, for most species-specific miRNAs it still remains to be determined whether they are an evolutionary dead-ends or have functional roles in development.

Intriguingly, miRNAs might also have a role in species-specific diversification. While humans [78] and mice [79] show negative selection against mutations that destroy conserved miRNA binding sites, the morphologically divergent cichlids of Lake Malawi have increased levels of polymorphism in predicted miRNA binding sites within 3′ UTRs [80]. However, the divergence times within these lineages varies drastically—approximately 370,000 years for humans [81], 23 million years for mice [82], and 1–2 million years for cichlids [83].

In remarkable contrast to the relatively unchanged pattern of mRNA expression we previously observed in these neural crest samples [3], miRNA expression is dramatically different between developmental stages before (HH20) and after (HH25) morphological variation in the beak is evident. The patterns of differentially expressed miRNAs (Table S7) are consistent with the following model (summarized in Figure 5). At HH20, both the chicken and the duck have a multipotent, proliferative NC population that expresses high levels of the miR-302 family as well as high levels of miR-222 (Table S7). These miRNAs promote an undifferentiated fate, in the case of miR-302 [45], [84], and proliferation via repression of *p27^KIP1^*, in the case of miR-222 [59], [60]. By HH25, chicken NC cells have adopted molecular signatures of differentiation. At the same time as the miR-302 family and miR-222 are down-regulated, eleven miRNAs related to the let-7 family are up-regulated, as well as 2 additional miRNAs associated with cellular differentiation (Table S7) [54]. By HH26, chicken facial primordia express molecular markers of the bones and skeleton that will eventually form the adult face [85].

**Figure 5:**
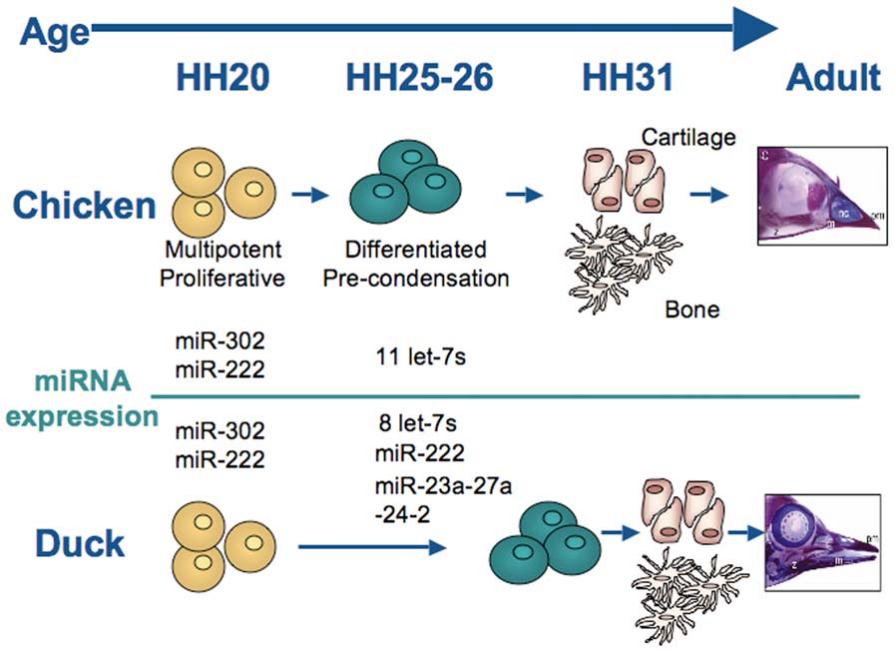
A model of differences in neural crest differentiation and bone formation in duck and chicken. Based on miRNA expression changes, HH20 to HH25 may be the developmental window when multipotent, proliferative neural crest cells (yellow) gain the molecular signatures of differentiation (green) before becoming the cartilage and bones of the face.

Duck NC cells at HH25 have down-regulated the miR-302 family and up-regulated some of the miRNAs associated with cellular differentiation (i.e. the let-7 family), though not as many as chicken NC (Table S7). However, in contrast to the chicken, duck NC still express high levels of miR-222, and this may act to maintain a higher proliferation rate via continued repression of *p27^KIP1^* [59], [60]. The duck also has higher levels of the miR-23a-27a-24-2 cluster (Table S7). Each of these miRNAs can independently repress the bone-promoting transcription factor *SATB2* [61], [86], and thus the duck may also have a delay in bone formation, as NC cells continue to proliferate.

Taken together, these miRNA changes, including differential expression of let-7, miR-302, and miR-30 families (Table S7), indicate that the HH20 to HH25 developmental window may be a critical transition phase in which multipotent NC cells begin to differentiate to form the various tissues of the face. In addition, given that a number of miRNAs related to let-7 and cellular differentiation are only up-regulated in the chicken and quail at HH25 (Table S7), the timing of this transition may be slightly delayed in the morphologically different duck, perhaps allowing a more prolonged period of proliferation. This is consistent with current theories that differential regions and levels of proliferation can influence the depth, width, and curvature of the beak [9], [10] and that miRNAs function during the transitions between different cellular states [87].

We evaluated one miRNA:mRNA target pair. We speculated that differences in miR-222 levels in the duck versus chicken at HH25 could regulate morphological differences in the beak via its target, the cell cycle regulator p27^KIP1^ [59], [60]. Our hypothesis was that higher levels of miR-222 in HH25 duck, and the resulting decrease of p27 protein, would result in an increased proliferation level. On the other hand, lower miR-222 levels in the beaked chicken and quail could lead to a release of p27 repression and a consequent decrease in proliferation. This model is in agreement with previous analyses that identified higher proliferation levels in HH26-HH31 duck bills compared to chicken beaks [9], [10]. Our analyses of p27 protein and mRNA levels agree with this model: p27 protein is expressed at similar levels in the FNP of the chicken and duck while they are morphologically similar. By HH25, when species-specific morphologies are evident, p27 protein levels are dramatically different in the chicken and duck, in patterns consistent with alterations in miR-222 expression levels. These protein changes are not associated with changes in *p27* mRNA, indicating that post-transcriptional mechanisms (such as miRNA inhibition) are important for proper regulation of this cell cycle regulator.

While it is clear that changes in mRNA levels of the BMP/TGF-beta, calmodulin, and Wnt signaling pathways influence beak morphology [2], [3], [8], [9], [10], [20], and it is very likely that many more mRNAs differ across this developmental window, miRNAs add another layer to the regulation of species-specific morphogenesis. Our study provides the first insights into which specific miRNAs play roles in facial morphogenesis and the developmental processes that they may regulate.

## Materials and Methods

### miRNA isolation, sequencing, and analysis

Tissue and total RNA were isolated from the frontonasal mesenchyme of ducks, chickens and quails as previously described [3] for 40 or 5 embryos for the first and second biological samples, respectively. Fertilized duck (*Anas platyrhynchos domestica*), chicken (*Gallus gallus domesticus*), and quail (*Coturnix japonica*) eggs were obtained through AA Farms (Westminster, CA, USA) and incubated at 37°C until embryos reached stage 20 or stage 25 according to Hamburger-Hamilton criteria [19]. The FNP was dissected at both developmental stages by collecting the tissue rostral to the eyes and between the nasal pits. Mesenchyme—which, in the FNP, is a pure population of neural crest cells [29]—was isolated by incubating FNPs in 1.26 U dispase, and removing surface ectoderm and forebrain neuroectoderm using sharpened tungsten needles. Samples designated as “first biological sample” were derived from exactly the same total RNA samples previously analyzed for transcription factor gene expression [3]. Adapters were ligated to mature miRNAs using the Illumina Small RNA Sample Prep Kit per manufacturer's instructions (v1.5 sRNA 3′ Adapter). RNA species from 20–40 bp were size selected using a 6% Novex TBE Page gel (Invitrogen) and sequenced on a GAIIX platform (Illumina). Reads were mapped to known chicken and human mature miRNAs, allowing zero to two mismatches, using the miRanalyzer program (http://web.bioinformatics.cicbiogune.es/microRNA/miRanalyser.php, release version 1) [88]. For one sample, the second biological sample of HH25 chicken neural crest (Chick HH25 BS2), data from two replicate sequencing runs were combined after verifying that runs correlated >95% (data not shown). All sample preparation parameters and sequencing data are available through http://www.ncbi.nlm.nih.gov/geo/ under accession number GSE30716.

### Differential Expression

miRNAs were considered to be differentially expressed if they passed a >2-fold change and had a normalized read count of >15 PMMR in at least one library. IDEG6 software was used to determine statistically differentially expressed miRNAs within this set (http://telethon.bio.unipd.it/bioinfo/IDEG6/readme.html) [89]. Fisher's exact test (significance threshold <0.05) with a Bonferroni correction to account for multiple testing was implemented to calculate the p-values between libraries [90], [91]. 

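Of the listed comparisons of Table S7, 114 are between chicken and duck samples or between the stages within chicken or duck, and have a replicate. In limma's moderated test over both samples, the log2 fold change had the listed direction in 106 of the 114, and 43 of them had an unadjusted p under 0.05 in that direction. After Benjamini-Hochberg adjustment over the 186 miRNAs of each comparison, 4 of the 114 passed. The mean PMMR of both samples gave the listed direction in 105 of the 114, and the second samples alone in 86. The lists were drawn from the first samples, which gave the listed direction in all 114 and enter both the fit and the mean. Only the count from the second samples alone is independent of that choice.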

DESeq [92] confirmed the fold change and significance trends (Table S6).

### Avian-specific miRNAs

A list was compiled of those mature miRNAs only annotated in miRBase (http://mirbase.org/, release version 16) [30] for chicken (*Gallus gallus*, WASHUC2 genome build) and/or zebrafinch (*Taeniopygia guttata*, taeGut3.2.4 genome build). Potential specificity to the avian lineage was assessed by BLAT analysis against genomic sequences of zebrafish (*Danio rerio*, danRer 7 genome build), lizard (*Anolis carolinensis*, anoCar1 genome build), frog (*Xenopus tropicalis*, xenTro2 genome build), *Caenorhabditis elegans* (ce6 genome build), *Drosophila melanogaster* (dm3 genome build), platypus (*Ornithorhynchus anatinus*, ornAna1 genome build), cow (*Bos Taurus*, bosTau4 genome build), dog (*Canis lupus familiaris*, canFam2 genome build), mouse (*Mus musculus*, mm9 genome build), and human (*Homo sapiens*, hg19 genome build). PCR was conducted on DNA from birds that span the avian lineage (Figure 2) [93]. Primers were designed against the mature and mature star strands of the pri-miRNA hairpin, avoiding the 5′ and 3′ nucleotides of each strand to account for their decreased conservation [76]. Species analyzed were Black-footed Albatross (*Phoebastria nigripes*), Common Nighthawk (*Chordeiles minor*), Green Warbler Finch (*Certhidea olivacea*), Groove-billed Ani (*Crotophaga sulcirostris*), Ostrich (*Struthio camelus*), Rhinoceros Hornbill (*Buceros bicornis*), and Tinamou (Spotted Nothura, *Nothura maculosa*).

### Quantitative real-time Polymerase Chain Reaction

Reverse transcription was performed with Taqman MicroRNA Reverse Transcription reagents (Applied Biosystems), and a quantitative real-time polymerase chain (qRT-PCR) reaction was carried out using the Applied Biosystems Prism 7500 per manufacturer's instructions. The levels of miRNA gene expression were determined by normalizing to the spliceosomal RNA *RNU6B*. All reactions were performed in triplicate.

### In situ hybridization

Chicken (*Gallus domesticus*, Charles River Labs) and duck (*Anas platyrhynchos*, Metzer Farms, Gonzales, CA) embryo heads were dissected in cold PBS and fixed in 4% paraformaldehyde in PBS overnight at 4°C. Embryos were serially dehydrated to 100% methanol for storage, and rehydrated in PBS before *in situ* hybridization. Whole mount *in situ* hybridization were then performed as previously described [3] on stage-matched embryos with 40 nM 5′ DIG-labeled miRCURY LNA probe (Exiqon).

### p27 Western

For western blotting, embryos were staged according to Hamburger-Hamilton criteria [19]. FNPs were isolated in cold PBS and lysed in 1× RIPA buffer supplemented with Complete Mini Protease Inhibitor Cocktail (Roche). Samples were resolved by 10% SDS/PAGE, transferred to nitrocellulose membrane, probed with mouse anti-p27^KIP1^ monoclonal antibody (BD Transduction Laboratories) and horseradish peroxidase-conjugated goat anti-mouse IgG (Sigma-Aldrich), and visualized by ECL (Pierce). The mouse anti-alpha-tubulin monoclonal antibody (Santa Cruz Biotechnology) was used as a loading control.

## Supporting Information

Figure S1 **Classification of Next-Generation short RNA sequencing (miRNA-seq) reads from all samples.** Reads are annotated as “mapped” if they can be located within the current version of the chicken genome (*Gallus gallus*, gga3 genome build).
(TIF) Click here for additional data file.

Table S1 **miRNAs detectably expressed in avian frontonasal neural crest cells at HH20 and HH25.** MiRNAs expressed in chicken, quail, and ducks samples at a normalized read count of >15 PMMR in at least one sample. Genomic locations are mapped to the gga3 build of the *Gallus gallus* genome.
(XLS) Click here for additional data file.

Table S2 **miRNAs differentially expressed among chicken, quail, and duck frontonasal neural crest cells.** Fold changes are on a log2 scale, with expression in duck relative to chicken or quail, in quail relative to chicken, or HH25 relative to HH20. For example, a negative number is expressed at a lower level in the duck versus chicken. Comparisons in bold typeface pass >2-fold change and normalized read count of >15 PMMR criteria. DC, duck/chicken comparison; DQ, duck/quail comparison; QC, quail/chicken comparison.
(XLS) Click here for additional data file.

Table S3 **Complete list of predicted targets of miRNAs that are limited to the avian lineage.** Targets were predicted using TargetScan (http://www.targetscan.org/) and the seed sequence (nt 2–8) for each of the avian-specific miRNAs.
(XLS) Click here for additional data file.

Table S4 **Complete list of enriched GO annotations of avian specific miRNAs.** Predicted targets of individual miRNA were further searched for GO annotation enrichment by the ToppGene software suite (http://toppgene.cchmc.org/). Due to the limited number of predicted downstream targets for gga-miR-1559 (two predicted targets, see Table S3) it was not included for enrichment analyses. Statistically significant GO annotations (p value<0.05 after Bonferroni correction) are listed for individual miRNAs.
(XLSX) Click here for additional data file.

Table S5 **qRT-PCR validation of miRNA sequencing data.** Delta Ct (cycle threshold) values for all miRNAs relative to *RNU6B* input control. Note that values are on a log2 scale, with more positive values being more highly expressed.
(XLS) Click here for additional data file.

Table S6 **DESeq analysis of differentially expressed miRNAs.** Accompanying each miRNA are fold changes (FC) on a log2 scale and a p-value. The analysis was conducted with DESeq [92] using default parameters with the following options used to estimate the dispersions: (1) the “fit-only” sharingMode was used for all datasets, (2) the “blind” method was used only for the quail dataset, and (3) a “local” fitType was used only when estimating dispersions with stage 25.
(XLSX) Click here for additional data file.

Table S7 **Differentially expressed miRNAs with discernable trends among chicken, duck, and quail.** Accompanying each miRNA are fold changes (FC) on a log2 scale and Fisher's exact p-values (see Methods). The Bonferroni corrected threshold for significance is <1.97e-05. Values in the table that fail to reach this threshold are marked with ‡. For a complete list of differentially expressed miRNAs, see Table S2.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

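The frontonasal prominence mesenchyme of chicken, quail and duck embryos was sequenced for miRNAs at HH20 and HH25, in 10 biological samples and 11 libraries. A first sample per species and stage pooled 40 embryos, and a second sample of 5 embryos was made for chicken and duck. Quail has 1 sample per stage.

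The authors removed adapters, mapped the reads with miRanalyzer release 1 to mature chicken and human miRNAs of miRBase release 16 with 0 to 2 mismatches, and kept miRNAs above 15 PMMR in at least 1 library. Each deposited file holds 1 library: 186 miRNAs in PMMR, and the library's total reads, which was left out of the miRNA values. All PMMR values (100.0%) were whole reads when multiplied by that total. No further normalization was applied for the main values. Libraries held 3097711 to 10894243 reads, so that a single read is worth 0.0918 to 0.323 PMMR and the 3 reads that a count of 0 allows are worth 0.275 to 0.968 PMMR. At or under 3 reads were 2 miRNAs in the first chicken sample at HH25, 1 in the second chicken sample at HH20 and 2 in the first duck sample at HH25. The 2 runs of the second chicken sample at HH25 were averaged.

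Fold changes are ratios of PMMR without a pseudocount, first from the first samples, as in Table S2, and then from the second samples. The 1530 fold changes of Table S2 were compared with those of the files, and the largest difference was 0.00638 on the log2 scale. A miRNA counted as changed at 2-fold or more with more than 15 PMMR in at least 1 of the 2 libraries. Fisher's exact test on recovered reads compares those libraries, not the conditions. Replicated comparisons used limma 3.58.1 in R 4.3.3 on log2(PMMR + 1), with an intensity trend and Benjamini-Hochberg adjustment over the 186 miRNAs, at a threshold of 0.05. A fit of the 4 groups of chicken and duck gave the stage change within each species, the difference of duck from chicken at each stage, and the interaction. A fit of all 10 samples with species as a term gave the stage effect across the 3 species, and a fit of the 8 chicken and duck samples with stage as a term gave the difference of duck from chicken at both stages. Intervals on shares are Wilson intervals at 95%. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

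The miRNAs named are those that the paper's Results name for their expression in these libraries with the members of its lists and families, the 6 avian miRNAs of Table 1, those of Table S5, and for each tested comparison the 3 with the largest change in each direction among those past the threshold that changed alike in both samples. The tests, alternatives and this rule were set before the data were examined. A range over the alternatives does not cover the fits that left out 1 sample, which are given apart. The alternatives were pseudocounts of 0.1 and 10, median-centring of each library, a mean of at least 15 PMMR, no intensity trend, limma voom on the recovered reads, the sample number as a replicate block, each run of the second chicken sample at HH25 alone, and leaving out each sample in turn. In the fit across the 3 species the block was species and sample number together, which paired the HH20 and HH25 samples of the same number within a species. For the fold changes the alternatives were the second samples, the mean of both samples, a pseudocount of 1, median-centring, more than 50 PMMR and Fisher's exact test, and for the lists a change of at least 1.5-fold.

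The sample number marks a shared preparation, since every first sample pooled 40 embryos and every second sample 5. Across miRNAs, the correlation of the difference between second and first sample was 0.61 between chicken and duck at HH20, 0.20 between chicken and duck at HH25, 0.01 between the stages in chicken and 0.25 between the stages in duck.

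The tests were checked on simulated data with the scatter of these samples, with 40 of 186 miRNAs changed 4-fold. The fit of duck against chicken at both stages recovered 72.5% of them with 1.2 false calls per set, the stage effect across the 3 species 80.9% with 2.15, and the stage effect within chicken 30.5% with 0.6.

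For the closing section, 9 lists of miRNAs known to be abundant in a tissue were written: surface ectoderm, neural tissue, neurosensory placode, red blood cells, white blood cells, endothelium, muscle, liver and smooth muscle. A list's median deviation in a library from the mean of the others was ranked among 10000 random lists of the same size, each member replaced by 1 of the 20 miRNAs nearest to it in mean expression. The in situ hybridization, PCR gels, western blots and cell counts of the paper were not used here.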

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

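The tests in this part were set before their results were seen, except the size of the differences left after centring, which was examined only after, and the 6 miRNAs are named after their values were seen, because the comparison called them and no list of Table S7 holds them.

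Of the 18 miRNAs that limma's moderated test with Benjamini-Hochberg adjustment called between duck and chicken over both stages, 6 are on none of the 6 lists. Higher in duck were miR-26a by 1.16 on the log2 scale (adjusted p = 0.0306), miR-22 by 1.47 (adjusted p = 0.0382), miR-1b by 2.12 (adjusted p = 0.0382) and miR-1662 by 2.19 (adjusted p = 0.0446). Lower in duck were miR-3535, with a log2 difference of -1.33 (adjusted p = 0.0306), and miR-125b, with -1.23 (adjusted p = 0.0446). The higher 4 had a higher level in each of the 4 duck samples than in every chicken sample. miR-26a had 1662 to 2300 PMMR in chicken and 3484 to 5408 PMMR in duck. miR-125b had 4674 to 13707 PMMR in chicken and 2383 to 4737 PMMR in duck, so that its ranges overlap, while miR-3535 did not overlap, with 524.0 to 1160 PMMR in chicken and 198.4 to 483.0 PMMR in duck.

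These calls rest on few samples. In the 8 fits that each left out 1 sample, every one of the 6 passed the threshold only without the first chicken sample at HH25, and their adjusted p rose to between 0.137 and 0.139 in the others.

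For the higher 4, a larger share of miRNA reads in the duck libraries was tested by median-centring. Of the 4, 0 passed after centring, each with an adjusted p of 0.0906, but centring removed only 0.27 of each log2 difference and left 0.88 to 1.92. The share of miRNA reads thus supplies a small part of these differences. For the rest, chance and a higher level in duck cannot be told apart, since it did not pass the threshold with these samples. Over all alternatives that kept every sample, the adjusted p ran from 0.0284 to 0.0906 for miR-26a and from 0.0305 to 0.0906 for miR-22. It ran from 0.0355 to 0.0906 for miR-1b and from 0.0365 to 0.0906 for miR-1662. miR-1b also lies within 1 mismatch of miR-1a. Quail had 204.7 PMMR of miR-22 at HH25, above the 113.6 and 145.4 PMMR of the duck samples at that stage. For miR-1b quail had 13.24 PMMR at HH25, between the 11.96 and 21.11 PMMR of the duck samples. A difference of duck alone is therefore not shown for miR-22 and miR-1b. Levels of miR-26a and miR-1662 in quail were under those of every duck sample.

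For the lower 2, a larger share of miRNA reads in duck would raise their ratio, and it was lowered: the smaller change was -1.23 as deposited, and both passed after centring, with an adjusted p of 0.0163 each. Over the alternatives that kept every sample, the adjusted p ran from 0.0163 to 0.0411 for miR-3535 and to 0.0666 for miR-125b. Quail, with 1 sample per stage, had 252.5 and 465.5 PMMR of miR-3535 and 3014 and 4129 PMMR of miR-125b, within the range of the duck samples, so that a difference of duck alone is not shown. A sequence difference in duck that keeps reads from mapping would lower both stages alike. The largest difference between their stages was 0.784 standard errors, which is what such a difference needs but also what a lower level at both stages gives, so that the explanations cannot be told apart. Whether the level of these miRNAs itself differs between duck and chicken remains open.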

How the results depend on the processing

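The tests of other splits in this part were chosen only after the results were seen.

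The counts of miRNAs past the threshold depended on the setting as follows. The stage effect within chicken went from 0 (21 at an unadjusted p under 0.05) to 3 with the replicate block. Duck against chicken at HH20 went from 0 (23 at an unadjusted p under 0.05) to 1 with no intensity trend, which was miR-3529. Duck against chicken at HH25 went from 4 to 0 with pseudocount 10 (29 at an unadjusted p under 0.05), to 0 with no intensity trend (30), to 0 with limma voom on recovered reads (27), to 0 with the replicate block (30) and to 0 with run 1 alone (28). The smallest adjusted p in those 5 settings was 0.0525 to 0.0764. Duck against chicken at both stages went from 18 to 10 when median-centred, of which 9 were among the 18. It gave 14 to 24 over the other alternatives that kept every sample. The stage effect across the 3 species stayed between 6 and 8 over all alternatives that kept every sample, with the same 6 miRNAs each time. The stage effect within duck and the interaction stayed at 0 in all of them (8 to 11 and 1 to 2 at an unadjusted p under 0.05). The replicate block also gave 24 for duck against chicken at both stages and 7 for the stage effect across the 3 species. Beyond these and its 2 changes named above, it altered no count. The cause was not tested.

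Leaving out 1 sample gave 2 to 17 miRNAs over 10 fits for the stage effect across the 3 species and 6 to 42 over 8 fits for duck against chicken at both stages. The highest of each was the fit without chicken HH25 replicate 1, and the highest of the others was 8 and 9.

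Of the 35 splits of the 8 chicken and duck samples into groups of 4, 34 could be fitted and 1 gave as many calls as the real one, which is the real split itself. The most calls of another split was 1. Of the 8 splits that part 4 sample pairs as the real one does, 1 gave as many. For the stage effect across the 3 species, 2 of 100 splits drawn from 126 gave as many as the real 6. The other split set the first chicken sample at HH25 with the 4 duck samples against the rest and gave 43 calls. Among the 16 splits that part 5 pairs as the real one does, only the real one gave as many.

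Among the 28 log2 fold changes of named miRNAs from limma, none changed sign in the alternatives. Of those, 24 stayed on their side of the threshold with limma voom on recovered reads, 17 when median-centred, 19 with no intensity trend, 25 with pseudocount 0.1, 24 with pseudocount 10, 24 with the replicate block, 24 with run 1 alone, 26 with run 2 alone, and all 27 that could be tested with a mean of at least 15 PMMR. The others had an adjusted p above it. Over the fits that left out 1 sample 105 of 204 values stayed and 99 did not. On the linear scale the correlation between replicates moved to 0.893 for chicken HH20 and 0.867 for duck HH25. The number of miRNAs with the listed direction in the second samples was counted for the lists of Table S7 in 10 cases. When median-centred all 10 counts stayed within 1.5 times, with 14 in place of 15 for higher in duck at HH20 and 4 in place of 3 for lower in duck only at HH25. At a change of at least 1.5-fold 9 stayed within 1.5 times, most of them lower, and the count for lower in duck only at HH25 went from 3 to 0. All 5 counts of qRT-PCR signs stayed within 1.5 times.

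Without replicate 1, that is in the second samples, 47 of 186 log2 ratios of named miRNAs had the opposite sign, 130 moved and 9 did not. For the chicken stage change the second samples gave miR-122 3.40, miR-1246 2.72, miR-148b 0.0279, miR-369-3p 3.59, miR-423-5p 0.50, miR-96 0.97, let-7a* -0.98, miR-107 -0.19, miR-30a-3p -0.95, miR-30d* -0.88, miR-30e* -1.08, miR-30c-2* -0.33 and miR-129-5p -0.42. For the duck stage change the second samples gave miR-122 1.50, miR-1246 1.97, miR-369-3p 1.83, miR-423-5p 0.20, let-7c* -0.24, miR-30a-3p -0.22, miR-30d* -1.24, miR-30e* -0.30, miR-100* 0.45, miR-125b* 0.38, miR-30c-2* -0.20 and miR-222 -0.93. For duck against chicken at HH25 the second samples gave miR-183 -1.76, miR-200a -0.67, miR-200b -1.30, miR-182 -1.67, miR-100* 0.44, miR-137 0.18, miR-30c-2* 0.77, miR-129-5p 1.14 and miR-10b -0.72. For duck against quail at HH20 the second samples gave miR-200a -0.74, miR-200b -0.86, miR-203 -0.89 and miR-18a* 0.0483. For duck against quail at HH25 the second samples gave miR-183 -0.52, miR-200a -1.28, miR-200b -1.19, miR-182 -0.0368, miR-137 -0.25, miR-30c-2* -0.11, miR-10b 0.0512, miR-205a -0.27 and miR-551 -0.38.

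With the mean of both biological samples 14 of 186 had the opposite sign, 40 moved and 132 did not. For the chicken stage change the mean gave miR-122 2.94, miR-1246 1.70, miR-369-3p 2.44 and miR-30e* -0.13. For the duck stage change the mean gave miR-122 1.04, miR-1246 1.17, miR-369-3p 1.22, miR-30d* -0.51, miR-100* 0.0548, miR-125b* 0.0926 and miR-222 -0.19. For duck against chicken at HH25 the mean gave miR-30c-2* 0.11. For duck against quail at HH25 the mean gave miR-137 -0.0995 and miR-551 -0.0613. When median-centred 1 of 223 ratios had the opposite sign (gga-miR-148a*, chicken stage, log2 ratio of the first samples, -0.0206), 30 moved and 192 did not. A pseudocount of 1 moved 1 of 223. Among 72 ratios of the second samples, run 1 alone gave the opposite sign for let-7c* (chicken stage, -0.18), for gga-miR-137, duck vs chicken HH25, log2 ratio of the second samples (-0.0301) and for gga-miR-148a*, duck vs chicken HH25, log2 ratio of the second samples (0.0193), and run 2 alone for miR-148b (chicken stage, -0.25). The cause of these reversals was not tested.

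Depth limits the ratios of the rarest miRNAs. At 3 reads in a library, as for miR-10b and miR-369-3p in the first chicken sample at HH25, a ratio has little precision.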

Differences from the paper's values

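The comparisons in this part follow measures set before the data were examined, except those of repeated entries and partner strands in Table S6, which were chosen only after the results were seen.

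The paper places 4 of the 35 orthologs on the chicken genome, and Table S1 gives a position for 2. Among all listed comparisons of Table S7, the paper marks 45 as failing the Bonferroni threshold of Fisher's exact test. Here 29 of 227 fail it. The paper's threshold is 1.97e-05 and the threshold over 1674 tests here is 2.99e-05. The paper's would follow from 2538 tests, and with it 30 comparisons fail. No alternative set before the data were examined applies to these values.

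The paper's log2 fold changes in Table S6, from the authors' DESeq run, were set beside the log2 ratio of the mean PMMR of both samples for 114 comparisons of chicken and duck. Of these, 22 were counted as differing, of which 8 had the opposite sign. The count did not follow the size of the gap alone. Among those not counted were miR-2954* in the chicken stage change (the paper's -0.67, here -2.62) and miR-100* at HH25 (the paper's -1.69, here -0.65). The comparisons outside the 22 are therefore not shown to be close. Median-centring, set before the data were examined, closed 15 of the 22 and left 7. Centring also set miR-144* at HH20 apart, which was not among the 22 (the paper's 1.49, here 0.72, centred 0.34). Of the 13 that differed between duck and chicken at HH20, it closed 12. These were miR-16c (the paper's 0.68, here 1.18, centred 0.76), miR-183 (the paper's 0.40, here 0.88, centred 0.47) and miR-200a (the paper's 1.59, here 2.1, centred 1.67). Next were miR-200b (the paper's 1.15, here 1.65, centred 1.24), miR-24 (the paper's 0.41, here 0.90, centred 0.48) and miR-27b (the paper's 0.55, here 1.04, centred 0.62). Next were miR-182 (the paper's 0.0985, here 0.57, centred 0.17), miR-23a (the paper's 1.01, here 1.47, centred 1.08) and miR-27a (the paper's 1.31, here 1.80, centred 1.38). Next were miR-18a* (the paper's -0.99, here -0.54, centred -0.93), miR-3529 (the paper's -3.75, here -3.26, centred -3.67) and miR-2970 (the paper's -3.04, here -2.55, centred -2.96). At HH25 it closed the following. These were miR-183 (the paper's -0.12, here 0.26, centred -0.14), miR-182 (the paper's -0.34, here 0.029, centred -0.37) and miR-10b (the paper's -0.21, here 0.10, centred -0.29). It left the following apart, all star strands. For miR-2954* in the duck stage change, the paper's value was -1.02 and here -2.93, or -2.92 when median-centred. For miR-30d* in the duck stage change, the paper's value was 0.39 and here -0.51, or -0.49 when median-centred. For miR-30e* in the chicken stage change, the paper's value was 1.06 and here -0.13, or -0.35 when median-centred. For miR-363* at HH20, the paper's value was -0.27 and here 0.91, or 0.51 when median-centred. For miR-363* at HH25, the paper's value was -0.52 and here 1.32, or 1.14 when median-centred. For miR-148a* at HH25, the paper's value was 0.63 and here -0.56, or -0.75 when median-centred. For miR-22* at HH25, the paper's value was 1.16 and here 2.36, or 2.13 when median-centred. In each of the 7 the paper's value was closer to the log2 ratio here of the partner strand. These ratios were -0.9996 for miR-2954 in the duck stage change, 0.42 for miR-30d in the duck stage change, 1.24 for miR-30e in the chicken stage change and 0.24 for miR-363 at HH20. They were also -0.48 for miR-363 at HH25, 0.75 for miR-148a at HH25 and 1.28 for miR-22 at HH25. Among all 24 star strand entries with a partner strand in the files, the paper's value was closer to that of the partner in 21, or 19 when median-centred. The exceptions were those of miR-18a* and of miR-106* at HH25, and when centred also miR-106* at HH20 and miR-30d* in the chicken stage change. The median distance from the paper's value was 0.78 for the star strand and 0.13 for its partner.

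In directions, the paper states that miR-222 stays highly expressed in duck at HH25, and in the second duck samples it fell by 0.93 on the log2 scale. By the paper's qRT-PCR, on a second biological sample, miR-222 changed by 0.4 between the stages in duck. At HH25 the same qRT-PCR put miR-222 higher in duck than in chicken by 2.82. The paper gives miR-200a and miR-200b as higher in duck than in chicken at HH25, and the log2 ratios of the second samples were -0.67 and -1.30. Its qRT-PCR differences were 1.58 and 1.27, higher in duck. Also in the second samples at HH25, miR-183 was -1.76 (1.33 by the paper's qRT-PCR), miR-182 was -1.67 and miR-10b was -0.72. The paper lists miR-122, miR-1246, miR-369-3p and miR-423-5p as lower at HH25, and in the second chicken samples they changed by 3.40, 2.72, 3.59 and 0.50. In the first chicken sample at HH25 these rested on 8, 6, 3 and 5 reads. As higher at HH25 the paper lists miR-30a-3p, miR-30d* and miR-30e*, and they changed by -0.95, -0.88 and -1.08 in the second chicken samples. Table S7 groups 7 miRNAs under a heading that places chicken and quail above duck only at HH25, and 3 of the 7 were lower in duck than in quail in the first samples. The paper's text describes the same miRNAs by their stage change, and all 7 rose in chicken and in quail in the first samples. Table S7 lists miR-10b as higher in duck than in quail at HH25, and its log2 ratio was -0.23 in the first samples. The paper describes the authors' DESeq run as bearing out its trends, and in Table S6 20 of 199 listed comparisons have the sign opposite to the list, and 36 have the paper's p under 0.05. In that table 6 of the 199 entries, those of let-7a* and miR-302b*, repeat the values of let-7a and miR-302b, and 4 of the 6 are among the 114 comparisons above. Without them 20 of 193 have the opposite sign and 31 have the paper's p under 0.05. Without any star strand these counts are 13 of 152 and 30.

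Some miRNAs that the paper lists passed the threshold of limma's moderated test only in some settings. For the stage effect across the 3 species, let-7a (adjusted p = 0.0523) passed with pseudocount 10, a mean of at least 15 PMMR, limma voom on recovered reads, the replicate block (0.00843) and run 1 alone, and without chicken HH25 replicate 1 or duck HH20 replicate 1. miR-2954* (adjusted p = 0.0523) passed with pseudocount 10, when median-centred, with a mean of at least 15 PMMR, limma voom on recovered reads and run 1 alone, and without chicken HH25 replicate 1 or either quail sample. miR-30a-5p and miR-1261 passed without chicken HH25 replicate 1, and let-7c without duck HH20 replicate 1. Within chicken, let-7a, let-7g and let-7i passed with the replicate block, the first of them at 0.0388. At HH20 miR-3529 passed with no intensity trend. At HH25 miR-215 passed when median-centred, with a mean of at least 15 PMMR and with run 2 alone.

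For duck against chicken at both stages, miR-2964 passed when median-centred, with a mean of at least 15 PMMR, limma voom on recovered reads and run 2 alone, and without chicken HH25 replicate 1. miR-16c passed with the replicate block (adjusted p = 0.0411) and without chicken HH25 replicate 1. miR-144* passed without chicken HH25 replicate 1 or chicken HH20 replicate 2, and miR-203 without duck HH20 replicate 2. miR-22* passed with no intensity trend and the replicate block, and without chicken HH25 replicate 1 or duck HH20 replicate 1.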

Other observations

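Of the tests in this part, those of the 3 ectoderm miRNAs and of HH20 samples of different numbers were set before their results were seen, and all the others were chosen only after the results were seen.

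The first chicken library at HH25 stood apart from the other 9 samples. The SD of its deviation over the 186 miRNAs was 1.85, and 45 miRNAs deviated more than 4-fold. Neither GC content (r = -0.0246 across miRNAs) nor the length of the miRNA (r = -0.102) went with the deviation. Low depth argues against itself, since the SD was still 1.64 among the 52 miRNAs above 1000 PMMR, against at most 0.783 in the other samples. An exchanged label with another of these libraries would put it close to that library, and its correlation with its closest library was 0.871, under the lowest of the other pairs (0.904). The pool of 40 against 5 embryos would recur in the other groups, and the largest correlation of its sample difference with that of another group was 0.203. A stage effect of chicken would recur in the second chicken samples, and the correlation of the stage changes across miRNAs was 0.0518. A lower share of the main cell type, with every other type raised alike, would raise the lists of surface ectoderm, neural tissue, blood cells and endothelium. Of these only neural tissue was raised, with a largest gap of 3.94 between their medians on the log2 scale. A lower share of mesenchyme with neural tissue alone raised is not excluded, since no list of mesenchyme miRNAs was examined.

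Its marker lists pointed in different directions. The median of the neural tissue list was at percentile 99.01 of 10000 random lists, with 7 of 8 members raised. miR-137 had 1119 PMMR against 25.7 to 97.6 PMMR in the others, miR-7 had 1165 PMMR against 81.1 to 781.3 PMMR, and miR-128 had 638.0 PMMR, within the 385.7 to 1060 PMMR of the others, while miR-132 was lowered. The surface ectoderm list was at percentile 0.19, with all 6 members lowered. More neural tissue and less surface ectoderm in this pool may therefore explain part of the deviation. Of the neural list 6 members exceeded 15 PMMR in all 9 other samples and 2 are in Table S7, and of the ectoderm list 4 and 4, so that the lists are not specific to those tissues. The other lists were also lowered: neurosensory placode (percentile 0.56), smooth muscle (0.09), liver (a single miRNA, 0.0), white blood cells (1.44), endothelium (1.8), red blood cells (15.5) and muscle (24.1). A biological difference of these embryos was not tested.

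miR-200a and miR-200b differed between libraries of the same group, and surface ectoderm left in some pools was tested through miR-203, miR-205a and miR-31. These 3 were set against the mean of miR-200a, miR-200b and miR-429, which lies on the same chromosome. Over the 10 samples the correlation with that mean was 0.649 for miR-203 (permutation p = 0.0349, Spearman 0.685 with p = 0.0342), 0.632 for miR-205a (p = 0.045, Spearman 0.733 with p = 0.0204) and 0.243 for miR-31 (p = 0.510, Spearman 0.0909 with p = 0.813). After Benjamini-Hochberg adjustment the smallest p was 0.0676 for Pearson and 0.0512 for Spearman. The median of 0.632 was at percentile 97.7 of 10000 random trios. Without the 2 farthest samples it was 0.423, at percentile 94.0. Ectoderm left in some pools and a change within the mesenchyme cannot be told apart, since the relation rests on 2 samples and 3 miRNAs.

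miR-2954 differed 7.14-fold between the chicken samples at HH25, and miR-2954* differed 4.63-fold. A different number of Z chromosomes in the pools was tested as the explanation. It could change a level by at most 2-fold, and the 10 miRNAs placed on chromosome Z alone would move alike, while the others had a median log2 difference of 0.21. Differences in the sex of the embryos beyond chromosome number were not tested.

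The stage changes of the second samples resembled each other in chicken and duck, with a correlation of 0.739 across miRNAs against 0.392 for the first samples. A batch shared by the second samples at HH20 would lose the resemblance when the first samples at HH20 take their place, and it was still 0.671. The first samples could share an offset of their own, however, and the difference between second and first sample at HH20 had a correlation of 0.606 between chicken and duck. With HH20 samples of different numbers in chicken and duck the correlation of the stage changes was 0.575 and 0.411, so that an offset shared by the same sample number at HH20 may supply part of the resemblance but not all of it. With the second samples at HH20 and the first at HH25 it was 0.368. A batch shared by the second samples at HH25 could leave such a pattern. The difference between second and first sample at HH25 had a correlation of 0.203 between chicken and duck, but the first chicken sample at HH25 enters it, so that a batch and a shared stage change cannot be told apart.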
